# Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors

**DOI:** 10.1167/iovs.19-26951

**Published:** 2019-07

**Authors:** Diego F. Buenaventura, Adrianne Corseri, Mark M. Emerson

**Keywords:** cone photoreceptors, single cell, transcriptomic, rods

## Abstract

**Purpose:**

The early transcriptional events that occur in newly generated cone photoreceptors are not well described. Knowledge of these events is critical to provide benchmarks for in vitro–derived cone photoreceptors and to understand the process of cone and rod photoreceptor diversification. We sought to identify genes with differential gene expression in embryonic mouse cone photoreceptors.

**Methods:**

The specificity of expression of the LHX4 transcription factor in developing cone photoreceptors was examined using immunofluorescence visualization in both mouse and chicken retinas. A *LHX4* transgenic reporter line with high specificity for developing mouse cone photoreceptors was identified and used to purify early-stage cone photoreceptors for profiling by single-cell RNA sequencing. Comparisons were made to previous datasets targeting photoreceptors.

**Results:**

The LHX4 transcription factor and a transgenic reporter were determined to be highly specific to early developing cone photoreceptors in the mouse. Single-cell transcriptional profiling identified new genes with enriched expression in cone photoreceptors relative to concurrent cell populations. Comparison to previous profiling datasets allowed for further characterization of these genes across developmental time, species, photoreceptor type, and gene regulatory network.

**Conclusions:**

The *LHX4* gene is highly enriched in developing cone photoreceptors as are several new genes identified through transcriptional profiling, some of which are expressed in subclusters of cones. Many of these cone-enriched genes do not show obvious de-repression in profiling of retinas mutant for the rod-specific transcription factor *NRL*, highlighting differences between endogenous cones and those induced in *NRL* mutants.

Cone and rod photoreceptors are the photosensitive cells of the retina that contribute to image formation. Cones mediate color discrimination and high-acuity vision while rods provide photosensitivity in low-light conditions. Given the importance of cones in high-acuity and color vision, deficiency in this cell type as a result of conditions such as retinitis pigmentosa or macular degeneration leads to a debilitating loss of vision.^1^ As such, the development of cell-based therapeutic strategies based on the formation of new cone photoreceptors is a promising strategy.^2^ However, there is presently a gap in our knowledge of the gene regulatory networks that control the genesis of these cells as well as the early steps in their differentiation. Thus, the design of informed strategies to direct cone production and ways to appropriately benchmark the differentiation of de novo generated cells is lacking.

Two main strategies have been used to investigate the early gene regulation programs of cone photoreceptors. One has been to develop reagents to label developing cone cells or the retinal progenitor cells (RPCs) that generate them and use high-throughput methods to identify the genes with enriched expression in these cells compared to other cells present at the time.^3^,^4^ Such methods have also been used at later differentiation timepoints.^5^–^7^ While these methods provide critical information, they also rely on transcriptional reporters that may have expression that is broader than just cone photoreceptors and do not provide cellular resolution of these gene expression patterns. The second strategy to examine cone photoreceptor gene expression has been through the use of the neural retina leucine zipper (*NRL*) mouse model. *NRL* is a critical rod-expressed transcription factor that is necessary to promote rod gene expression and repress cone gene expression in rod cells.^8^ The *NRL* mouse knockout leads to a large increase in cone gene expression as the large number of rods in the mouse undergo de-repression of cone genes.^9^–^11^ These *NRL* knockout rods have been interpreted as either a complete fate switch to cones or a partial conversion to “cods.”^8^,^12^,^13^ As these cells have been used in a number of studies to model cone photoreceptors, the extent to which these cells are transformed to the cone fate is important both for a justification in using them as a model for endogenous cone cells and to understand photoreceptor diversification.

Here, we identified the LIM homeobox protein 4 (*LHX4*) gene as enriched in cones during early chick retinal development, in addition to bipolar cells (BCs). In the mouse, LHX4 was also determined to be a reliable marker for cones during early retinal development but with expanded expression in late embryonic development and eventual expression in BCs. A *LHX4::GFP* transgenic line^14^ recapitulated the endogenous LHX4 expression pattern and was used to generate a single-cell dataset highly enriched in cone photoreceptors, which provided an in-depth look at the molecular profile of these cells in the earliest stages of differentiation in the mouse. A comparison was made between previous datasets that targeted mammalian cones and photoreceptors, including those made in the *NRL* knockout mouse. This led to the identification of unique cone expression signatures not observed in previous datasets, including those of *NRL* knockout rods, supporting previous observations that these cells are not completely transformed into cones.

## Materials and Methods

### Animals

Experiments involving animals were in accordance with animal care protocols of the City College of New York, CUNY (IACUC-approved protocols 965 and 932), and the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. The *LHX4::GFP* strain is a bacterial artificial chromosome (BAC) insertion and (strain: Tg(Lhx4::EGFP)KN199Gsat/Mmucd, RRID:MMRRC_030699-UCD) was obtained from the Mutant Mouse Resource and Research Center (MMRRC) at University of California Davis (Davis, CA, USA). *LHX4::GFP* mice were kept and used experimentally only as heterozygotes. Charles River (Kingston, NY, USA) provided CD-1 mice and chick eggs already fertilized, which were kept in a 16°C room for up to 10 days. Eggs were incubated in a 38°C humidified incubator for 5 days before use.

### Genotyping

Genotyping was performed as specified in the MMRRC strain description page referenced (*LHX4::GFP* strain: Tg(Lhx4::EGFP)KN199Gsat/Mmucd, RRID:MMRRC_030699-UCD).

### Plasmids and Electroporation

Misexpression plasmids were created by PCR amplifying the coding sequence for each gene with added *Age*I/*Nhe*I or *Eco*RI sites. They were subsequently cloned into a CAG backbone, created after Stagia3^15,16^ had enhanced green fluorescent protein (*EGFP*) removed and the CAG promoter cloned upstream of the original *EGFP* region. For mouse *LHX4* the primers were designed against the annotated mRNAs in NCBI galgal5 RNA libraries with an added Kozak sequence 5′ (ACC). For 5pLHX4GFP, the 5′ primer from genotyping for *LHX4::GFP* mice was combined with a 3′ primer to the coding region of GFP and the fusion gene was amplified from genomic DNA extracted from *LHX4::GFP*+ mice. CAG::nucβGal was developed by the Cepko lab (Harvard Medical School). To deliver the plasmids after retinal dissection, ex vivo electroporation experiments were carried out as detailed by Emerson and Cepko.^16^

### Tissue Dissociation and Flow Cytometry

Dissociation of retinal tissue and fluorescence-activated cell sorting (FACS) were performed as in Buenaventura et al.^3^

### Immunohistochemistry

All tissue processing and immunofluorescence experiments were performed as in Emerson and Cepko^16^ and Buenaventura et al.^3^ Antibodies used are the following [antibody (host, vendor, catalogue #, dilution, RRID)]: anti-Otx2 (goat, Novus Biologicals, Centennial, CO, USA; AF1979, 1:500, AB_2157172), anti-Rxrg (mouse, Santa Cruz Biotechnology, Dallas, TX, USA; sc-365252, 1:50, AB_10850062), anti-Lhx4 (rabbit, Proteintech, Rosemont, IL, USA; 11183-1-AP, 1:250, no RRID), anti-Lhx3/4 (mouse, Developmental Studies Hybridoma Bank [DSHB], Iowa City, IA, USA; 67.4E12, 1:200, AB_2135805), anti-Nr2e3/PNR (mouse, R&D Systems, Minneapolis, MN, USA; PP-H7223–00, 1:250, AB_2155481), anti-β-galactosidase (mouse, DSHB; 40-1a-s, 1:20, AB_528100), rabbit anti-PKC-alpha (rabbit, Sigma-Aldrich, St. Louis, MO, USA; P4334, 1:500, AB_477345), anti-MAFA/L-MAF (rabbit, gift from Celio Pouponnot, 1:500, no RRID), anti-RAXL (rabbit, gift from Hajime Ogino, 1:500, no RRID), anti-Cone Arrestin (rabbit, Millipore Sigma, Burlington, MA, USA; AB15282, 1:2,000, AB_1163387), and anti-GFP (chicken, Abcam, Cambridge, MA, USA; ab13970, 1:2000, AB_300798). RRID = Repository Resource ID from The Antibody Registry (http://antibodyregistry.org, in the public domain).

### EdU Pulse and Detection

Pregnant dams were injected intraperitoneally with 150 μL 10 mM 5-ethynyl-2′-deoxyuridine (EdU) resuspended in 1× phosphate-buffered saline (PBS) and euthanized 2 hours later to obtain embryonic day 14.5 (E14.5) retinas. Postnatal day 0 pups were injected subcutaneously with 15 μL 4 mM EdU resuspended in 1× PBS. Click-iT EdU Alexa Fluor 647 imaging kit (C10340, Invitrogen, Carlsbad, CA, USA) was used to detect the EdU+ cells.

### Micrographs

Micrographs were taken using a Zeiss LSM880 confocal microscope (Zeiss, Oberkochen, Germany) and ZEN Black 2015 2.1 SP2 software. Fiji was used to convert images between formats.^17^ Panels and figures were constructed using Affinity Designer vector editor (Serif [Europe] Ltd., Nottingham, UK). Images were only adjusted for brightness and contrast, uniformly across the micrograph.

### 10× Single-Cell Sample Processing

Live cells were collected after dissociation and flow sorting for GFP signal.^3^ Samples were extracted from two litters of E14.5 LHX4::GFP mice, pooled into one sorting solution during dissociation. For each sample (GFP+ and GFP−), approximately 4000 cells were individually lysed, and their RNA transcribed and sequenced by the Columbia University Single Cell Analysis Core. Filtered count matrixes provided through the Cellranger version 2.1.1 pipeline (10x Genomics, Pleasanton, CA, USA) using the refdata-cellranger-mm10-2.1.0 genome were used for downstream analysis.

### Single-Cell Clustering Analysis

Unsupervised clustering analysis was performed using Seurat.^18^,^19^ Single-cell transcriptomes from both *LHX4::GFP* E14.5 samples were analyzed in concert to produce cluster and t-distributed stochastic neighbor embedding (TSNE) analysis. Only cells with over 200 genes detected and only genes detected in more than three cells were used for initial loading of the cell matrices. Cell cycle was scored and was regressed out as an unwanted source of variation according to Seurat's guidelines.^20^ For the *LHX4::GFP* dataset, cells were filtered for maximum 3500 and minimum 250 number of genes, and <0.25% mitochondrial content following standard guidelines for Quality Control (QC). nUMI, nGene were regressed out in addition to cell cycle. Using the established jackstraw procedure^21^ in Seurat, 30 principal components (PCs) were chosen for clustering and TSNE projections. The FindMarkers function was used with default parameters, only for positive markers, with the populations compared as described in Results. For Clark et al. similar procedures were used with the following changes: for the full dataset, 250<nGenes<3500, 0.075<percent mito, 39 PCs and replicate effects were regressed out; for the photoreceptor subclustering, same as for full but 6 PCs, data were extracted post analysis of the full dataset.

### Data Comparisons

For the comparison of retinal datasets, differential expression output data were obtained from each report.^4^,^7^,^22^ The data were cross-referenced to the genes obtained in the analysis from this paper and are detailed in Supplementary Files S3–S6. Thresholds for statistical significance corrected for multiple and for each dataset were established as <0.05 for adjusted *P* values (p_val_adj) or *q* values. In the case of Kim et al.,^22^ genes are reported with posterior probability of differential expression (PPDE) as probability of differential expression and were filtered to show only those with PPDE > 0.95.

### Data Availability

Transcriptome data will be deposited in NCBI's Gene Expression Omnibus^23^ (GEO) and will be accessible through GEO Series accession number GSE132272.

### Counting of Markers in Retina Sections

One z-stack from the central portion of each retina of four biological replicates was counted and used for mean and standard error of the mean (SEM) calculations for each timepoint. ImageJ or Fiji and the Cell Counter extension were used.^17^,^24^

## Results

### LHX4 Is Present in Early Cone Photoreceptors in the Chicken Retina

Recently, we established the transcriptional profile of RPCs, defined by the activity of the ThrbCRM1 cis-regulatory element, that are biased toward the cone and horizontal cell (HC) fate in the early chick retina.^3^ Using this dataset, we screened for potential cone-enriched transcripts that could serve as markers for early cones. After establishing a criterion for >1.5-fold change score between cone/HC RPCs and other concurrent populations (enriched in “other early retinal progenitors”) we selected for transcription factors (TFs) enriched in the cone/HC RPCs (Fig. 1A). We identified the *LHX4* gene as highly enriched, along with known TFs in this population such as *THRB*, *ONECUT1*, and *OTX2*. This transcript has significant fold change (*b* = 3.3) and a low number of reads in the non-ThrbCRM1 active population, suggesting high specificity toward the cone/HC RPC population at this time (Fig. 1B).

**Figure 1:**
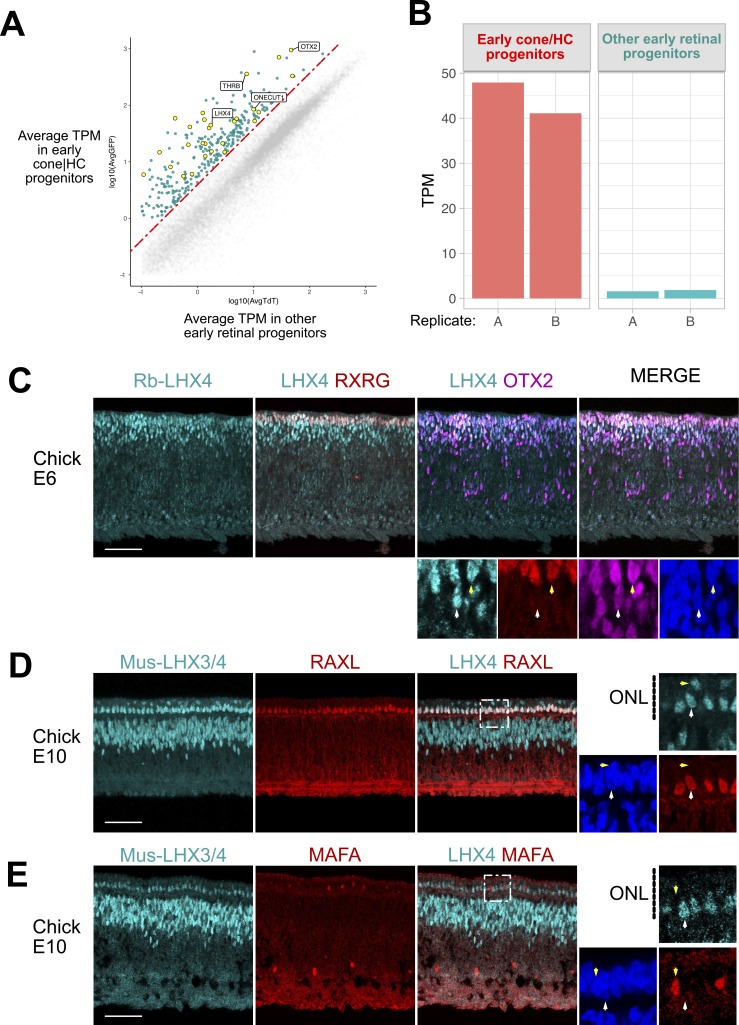
LHX4 is present in early cone photoreceptors during chick retinal development. Large: maximum-intensity projection Z-stacks; small: single planes of the same Z-stacks. (A) Average transcripts per million (TPM) of genes between cone/HC progenitors and other early retinal progenitors. Highlighted in green are genes 1.5-fold enriched in cone/HC progenitors and highlighted in yellow are transcription factors. (B) TPM values for LHX4 in cone/HC progenitors and other early retinal progenitors. (C) Cross section of E6 chick retina imaged for LHX4, RXRG, and OTX2. Higher magnification: a single z-plane with marked LHX4+/OTX2+ (white arrow) or LHX4+/OTX2+/RXRG+ cell (yellow arrow). (D) Cross section of E10 chick retina imaged for LHX4 and RAXL. Higher magnification: a single z-plane with marked LHX4+/RAXL+ (white arrow) or LHX4+/RAXL− cell (yellow arrow). (E) Cross section of E10 chick retina imaged for LHX4 and MAFA. Higher magnification: a single z-plane with marked LHX4+/MAFA− (white arrow) or LHX4−/MAFA+ cell (yellow arrow). Scale bar represents 50 μm.

A previous report examined the presence of LIM-domain factors in early chick photoreceptor development.^25^ This study suggested that LIM homeobox protein 3 (LHX3) was abundantly present in the apical portion of the retina and localized to photoreceptors once the outer nuclear layer (ONL) is clearly distinguished. As the RNA-Seq data indicated that *LHX4* expression is prominent in ThrbCRM1 reporter-positive cells at early stages while *LHX3* transcript presence is marginal in all targeted cells (Supplementary Fig. S1A), we suspected that this previous study could have detected LHX4 instead of LHX3 at earlier timepoints. To test this, we electroporated a mouse *LHX4* misexpression plasmid (CAG::mLHX4) alongside a CAG::nucβGal construct into the chick E6 retina, cultured it for 2 days, and detected for LHX4 using the LHX3 DSHB antibody. As predicted, we observed robust immunoreactivity of βgal+ electroporated cells with the LHX3 antibody (Supplementary Fig. S1B), suggesting that this antibody (hereafter referred to as LHX3/4 antibody) is also capable of detecting mouse LHX4, and thus likely chicken LHX4 as well.

With the use of this LHX3/4 antibody and a rabbit polyclonal antibody, we examined LHX4 presence during embryonic development of chick at E6 and E10. Expression at E6 is restricted to the scleral portion of the retina, where photoreceptors are located. As the *LHX4* transcript was highly enriched in cells that activate the ThrbCRM1 element, which requires orthodenticle homeobox 2 (OTX2) for activity, we expected LHX4 to be present predominantly in the OTX2+ population at E6. Indeed, LHX4 is detected in a large percentage (but not all) of OTX2-positive cells (Fig. 1C).

At E6, cones are the major class of photoreceptors that are produced, as the earliest known rod photoreceptor marker in the chicken retina, L-Maf (MAFA), is not detected until E9.^26^ As the LHX4 pattern at this stage is localized in the apical portion of the retina, we examined LHX4+ cells for coexpression with the cone marker retinoic acid receptor RXR-gamma (RXRG). Many of the most apically located LHX4 cells were indeed positive for RXRG (Fig. 1C).

It is unclear to what extent and in which cells LHX3, LHX4, or both proteins are present at later timepoints when the transcriptional status of *LHX3* may change. In one report,^25^ antibody staining using DSHB anti-LHX3/4 showed strong nuclear ONL and inner nuclear layer (INL) signal at E10, which suggested photoreceptor and bipolar signals. We also detected signal in the ONL and INL with the LHX3/4 antibody. However, the rabbit anti-LHX4 antibody detected a similar pattern with strikingly strong signal in the ONL and weaker in the INL (Supplementary Fig. S1C). As clear evidence of *LHX3* RNA expression in the ONL was not observed in the previous study, this suggests that *LHX4* and not *LHX3* may continue to be expressed in E10 chicken photoreceptors.

To examine the photoreceptor subtype expression more closely, we compared to retina and anterior neural fold homeobox 2 (RAXL) expression, a marker for cone photoreceptors,^26^ and observed that all RAXL-positive cells were also positive for LHX3/4 (Fig. 1D). A smaller number of cells in the upper part of the ONL were LHX4-positive and not RAXL-positive. As the ONL contains both cones and rods, we used an antibody to MAFA,^26^,^27^ the earliest rod marker, to determine if these cells were rod photoreceptors. No overlap between MAFA and LHX3/4 was detected at E10 in the ONL (Fig. 1E). These data suggest that LHX4 is expressed predominantly in developing cone photoreceptors in the chicken retina.

### LHX4 Is Present in Early Cone Photoreceptors in the Mouse Retina

We sought to establish if this protein was also present in early photoreceptors of the mouse retina. At E14.5, using the rabbit anti-LHX4 antibody, immunoreactivity was present in the scleral portion of the retina where developing photoreceptors are located (Fig. 2A). To confirm that LHX4 was present in cone photoreceptors, we used the cone-expressed genes RXRG and OTX2 to identify these cells.^28^ RXRG is also expressed in some retinal ganglion cells but these cell types can be readily distinguished by location. Many LHX4 cells are positive for RXRG and OTX2 at E14.5, in a similar pattern to the chick retina. At E14.5, we found that 91.1 ± 1.9% (mean ± SEM) of cells positive for LHX4 were also positive for RXRG (Fig. 2B), signifying that the majority of the LHX4+ population at this timepoint were composed of early cones. In fact, nearly all cells positive for RXRG at E14.5 were also positive for LHX4 (99 ± 1%, Fig. 2C).

**Figure 2:**
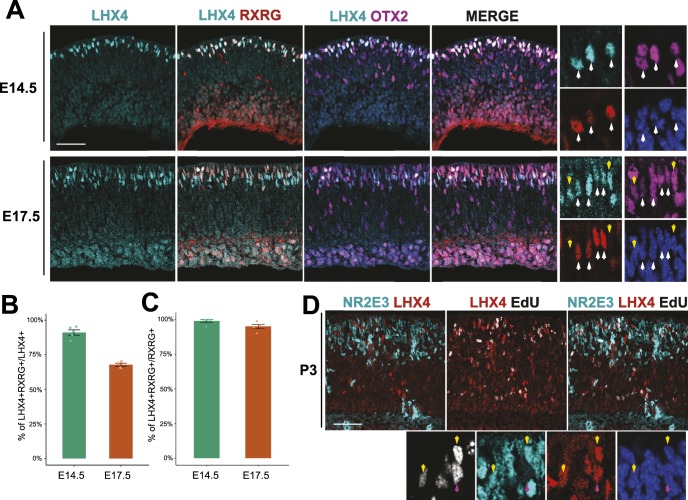
LHX4 protein is present in early photoreceptor precursors during mouse retinal development. Large: maximum-intensity projection Z-stacks; small: single planes of the same Z-stacks (A). Cross section of embryonic mouse retinas imaged for LHX4 (rabbit), RXRG, and OTX2 at the designated timepoints. Higher magnification: a single z-plane with marked LHX4 cells positive (white arrows) or negative (yellow arrows) for RXRG and OTX2. (B) Quantification of the percentage of LHX4+ cells that are also RXRG+ at E14.5 and E17.5. N = 5 retinas, one z-stack per retina. (C) Quantification of the percentage of RXRG+ cells that are also LHX4+ at E14.5 and E17.5. N = 5 retinas, one z-stack per retina. (D) Cross section of a P3 retina after a P0 EdU injection imaged for EdU, NR2E3, and LHX4 (rabbit). Higher magnification: a single z-plane with marked LHX4+/EdU+ cells positive (yellow arrows) or negative (purple arrows) for NR2E3. Scale bar represents 50 μm.

At a later embryonic stage (E17.5) we found that LHX4 cells still colocalized with RXRG protein, but there was an increase in LHX4+/OTX2+ cells that did not express RXRG (Fig. 2A). At this timepoint, only 67.8 ± 1.1% of LHX4+ cells were positive for RXRG, suggesting that LHX4 was active in other emerging cell populations in addition to early cones (Fig. 2B). However, 95.1 ± 1% of RXRG+ cells were positive for LHX4 at E17.5, indicating that the majority of cones retained LHX4 expression (Fig. 2C). The rabbit LHX4 polyclonal antibody had a reduced quality of staining at this timepoint, so it is possible the small fraction of cones that are not LHX4+ had undetectable LHX4 signal under these conditions or could point to a small subpopulation of cones that do not express LHX4. Additionally, we tested if LHX4 was present in postmitotic cone photoreceptors or in dividing cells. E14.5 retinas exposed to a 2-hour EdU pulse did not show a qualitative overlap between EdU and LHX4 or RXRG (Supplementary Fig. S2), which is consistent with LHX4 expression beginning after cell cycle exit. We conclude that LHX4 is a relatively specific marker for postmitotic cone photoreceptors at early stages in the mouse retina but is also present in other cell populations at later developmental stages.

### LHX4 Is Expressed in Several Developing and Adult Cell Types

Previous reports indicated that LHX4 protein was present in adult cone BCs,^29^ but little is known about its expression pattern in the developing mouse retina. We also observed strong LHX4 labeling in the upper portion of the INL in cells positive for OTX2, an adult marker for bipolar cells (Supplementary Fig. S3). Interestingly, we also noticed sparse, but positive, staining in the ONL. This LHX4 signal was located in some but not all RXRG+ cones with varying degrees of strength (Supplementary Fig. S3), suggesting that a subpopulation of cones maintain LHX4 expression.

As noted above, reports^25^,^30^ suggested that LHX4+ cells in the INL are likely developing BCs. In the mouse, our data indicated that LHX4 is initially in developing cones. However, at E17.5, RXRG+ cones no longer represent the near totality of LHX4+ cells. Since the peak of BC production is not seen until ∼P3,^31^ the identity of the remaining cells is unclear. While BCs can be produced at earlier timepoints (including E17.5), we still sought to ascertain if only LHX4+ BCs were being produced at this time, or if this LHX4 expression is present in another cell type. As rods are another OTX2+ cell type produced at this time, we aimed to see if these cells expressed LHX4 during development. Newborn mice (postnatal [P]0) were injected with EdU to mark cells undergoing S-phase at the time of injection and 3 days later the retinas were harvested. This length of time was chosen to allow some newly produced rods enough time to produce nuclear receptor subfamily 2, group E, member 3 (NR2E3), a well-known marker for rod fate.^32^ It has been previously shown that NR2E3 is also present in cone photoreceptors transiently,^33^–^35^ but, as determined previously,^36^ no cones are produced at P0. Therefore, EdU and NR2E3 colocalization should reliably mark cell types other than cones, likely rod photoreceptors. NR2E3 expression has not been reported in BCs but given the similarities in molecular profiles between BCs and photoreceptors, at this time we cannot exclude this possibility. We observed LHX4+ cells that are positive for NR2E3 and EdU at P0 (Fig. 2D). This indicates that while LHX4 is present in developing and adult BCs and cones, it is also possible that it is transiently expressed in some rod photoreceptors.

### The *LHX4::GFP* Transgenic Line Recapitulates the Endogenous LHX4 Expression Pattern

We set out to establish if a reported *LHX4::GFP* mouse transgenic line^14^ could be a reliable tracer for early developing cones. The *LHX4::GFP* line had robust expression of GFP in the retina throughout development (Fig. 3A), and GFP signal was located in the apical portion of the retina, where photoreceptors are located during embryonic development. GFP could be detected during embryonic and postnatal development and also had stable expression in the adult retina (Supplementary Fig. S4). This line has been used previously for transcriptomic analysis,^37^ because it shows reliable activity in cone BCs. Interestingly, a subpopulation of cones is labeled by this line in the adult, and this selective expression resembles the sparse presence of LHX4 protein in the adult mouse retina. To verify if this sparse labeling was due to LHX4 presence in exclusively S or L/M types of cones, which are located in contrasting gradients in the adult retina, we assessed GFP expression in the dorsal and ventral retina.^38^ We detected no difference in GFP expression between these two areas and GFP was present in a subset of Cone Arrestin+ cells regardless of dorsal–ventral position (Supplementary Fig. S5).

**Figure 3:**
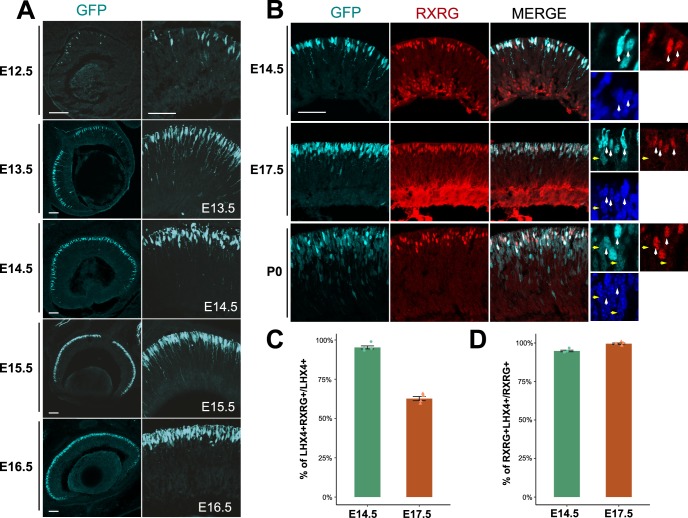
LHX4::GFP is a reliable reporter of photoreceptors during retinal development. Large: maximum-intensity projection Z-stacks; small: single planes of the same Z-stacks. Scale bar represents 50 μm. (A) Cross section along the nasal-temporal axis of embryonic LHX4::GFP mouse retinas imaged for GFP at the designated timepoints. (B) Cross section of embryonic LHX4::GFP mouse retinas imaged for GFP and RXRG at the designated timepoints. Higher magnification: a single z-plane with marked GFP cells positive (white arrows) or negative (yellow arrows) for RXRG. (C) Quantification of the percentage of GFP+ cells that are also RXRG+ at E14.5 and E17.5. N = 4 retinas, one z-stack per retina. (D) Quantification of the percentage of RXRG+ cells that are also GFP+ at E14.5 and E17.5. N = 4 retinas, one z-stack per retina.

We were unable to use the rabbit anti-LHX4 antibody to validate the *LHX4::GFP* expression as we encountered abnormal LHX4 immunoreactivity; not nuclear, as expected, but cytoplasmic and precisely overlapped with GFP expression. As noted in the strain description, *EGFP* was placed after the ATG of *LHX4*, replacing the *LHX4* coding region so as to function as a tracer. We amplified and sequenced the coding region downstream of the *LHX4* ATG using the reported 5′ UTR (untranslated region) primer for genotyping and, surprisingly, found it contained a 70 base-pair section of 5′ endogenous *LHX4* coding sequence immediately followed by a multiple cloning site and the *GFP* coding sequence, all in frame to produce a LHX4-GFP fusion protein. Thus, the first 34 amino acids of this fusion protein are from the sequence of LHX4 and the multiple cloning site (Supplementary Fig. S6A).

To test if this portion of LHX4 contained an epitope for the LHX4 antibody, we amplified the coding sequence from the *LHX4::GFP* genomic DNA, cloned it into a misexpression vector, and electroporated it into the chick retina (Supplementary Figs. S6B–D). Control retinas had no detectable GFP and normal staining of LHX4 with the rabbit antibody (Supplementary Fig. S6B). In contrast, cells electroporated with the CAG::5pLHX4GFP construct were strongly immunoreactive to the LHX4 antibody in a pattern that completely overlapped that of the cytoplasmic GFP signal (Supplementary Fig. S6C). The rabbit-LHX4 still detected endogenous LHX4, as we imaged the same retinas at the edge of the electroporation patch with higher gain and observed endogenous protein expression alongside overexposed electroporation signal (Supplementary Fig. S6D).

Therefore, to assess if GFP recapitulates LHX4 expression patterns and its activity in early cones, we resorted to examination of RXRG expression in GFP+ cells at two relevant timepoints of embryonic development. At E14.5, the GFP reporter faithfully recapitulated LHX4 expression as 95.3 ± 1% of all GFP+ cells were positive for RXRG (Fig. 3C). Likewise, at E17.5 only 65.7 ± 1.3% of GFP cells were RXRG+. As the LHX4 immunodetection showed, nearly all RXRG+ cones are positive for LHX4 at both E14.5 and E17.5. This was also true in the LHX4::GFP+ population, where 94.8 ± 0.5% and 99.5 ± 0.5% of all RXRG cells, respectively, were positive for the GFP reporter (Fig. 3D). Taken together, these data suggest that the *LHX4::GFP* BAC reporter reliably recapitulates LHX4 protein expression and is a dependable marker for cone photoreceptors during early retinal development.

### Single-Cell Sequencing of *LHX4::GFP* Cells in the E14.5 Developing Mouse Retina

Having verified that the *LHX4::GFP* reporter is a marker for cone photoreceptors in the early stages of mouse retinal development, we took advantage of this system to examine the molecular profile of early cone photoreceptors using single-cell RNA sequencing. *LHX4::GFP* E14.5 littermates were screened for GFP expression and positive retinas were pooled and dissociated in preparation for FACS sorting (Fig. 4A). 

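Retinas of GFP-positive *LHX4::GFP* embryos at E14.5 from 2 litters were pooled into a single suspension and sorted, and the cells of each sort gate were made into 1 droplet library. In this assay each captured transcript carries a unique molecular identifier (UMI), so that PCR copies of the same molecule are counted as 1. For each library the authors deposited the UMI counts per gene and cell that Cell Ranger 2.1.1 wrote for the barcodes it called as cells, aligned to mm10 and not normalized. The count matrices list 28692 genes by Ensembl identifier and symbol. The GFP+ library held 16010591 UMIs in 3728 cells, with a median of 3906.5 UMIs and 1927 genes per cell. The GFP− library held 46778924 UMIs in 4445 cells, with a median of 9936 UMIs and 2996 genes per cell. UMIs were summed over the cells of a library or cluster and are given per 1000000 UMIs (CPM) with 95% exact Poisson intervals. Shares of cells are given with 95% exact Clopper-Pearson intervals. As there was 1 library per sort gate, there were no replicates, these intervals cover counting error only, and no test between the gates was made.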

GFP+ and GFP− cells were collected, and approximately 4000 cells were sequenced per condition using the 10× Chromium platform.

**Figure 4:**
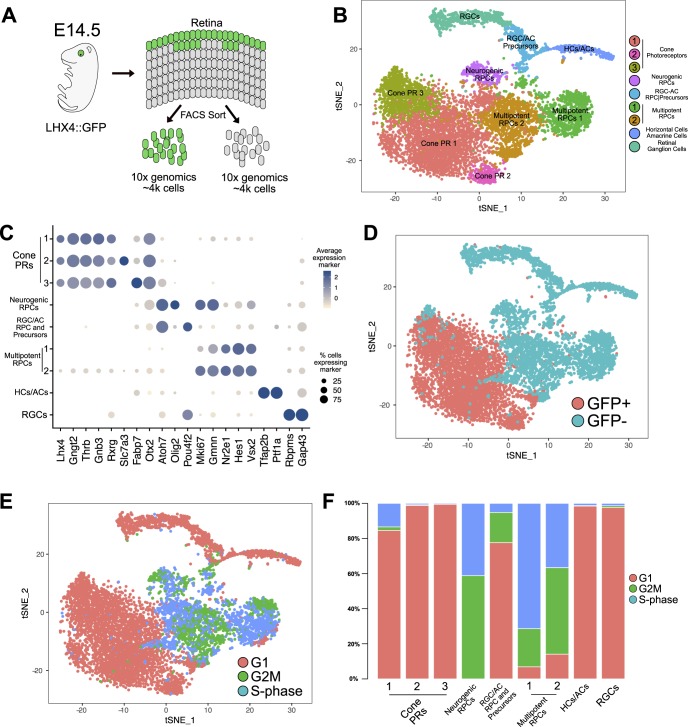
TSNE: single-cell sequencing of LHX4::GFP E14.5 developing retina. (A) Schematic of experimental design for single-cell collection and sequencing. (B) TSNE plot of all GFP+ and GFP− cells collected, analyzed in tandem, and displaying the results of unsupervised cluster analysis with the assigned cell class according to their molecular signature. (C) Dot plot displaying the average expression and percentage of cells expressing specific markers in each cluster. Markers displayed on the x-axis were used for assignment of cell class to each cluster. (D) Same TSNE plot as (B) displaying the original source of each cell, GFP+ or GFP− samples. (E) Same TSNE plot as (B) displaying the cell cycle assignment of each cell. (F) Percentage of cells in each cluster assigned to different cell cycle phases.

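Cells with 250 to 3500 genes and genes detected in more than 3 cells were kept, as the methods state. The mitochondrial limit, printed as 0.25%, was read as a fraction of 0.25, since a limit of 0.25% left 3 GFP+ and 81 GFP− cells. The upper limit of 3500 genes removed 39 GFP+ cells (1.05%) and 1055 GFP− cells (23.7%), and the mitochondrial limit removed 1 more GFP− cell. This left 3689 GFP+ cells with 15503658 UMIs (median 3894 per cell) and 3389 GFP− cells with 30094636 UMIs (median 8848 per cell). With no upper limit on genes, no GFP+ cell was removed and 4444 GFP− cells were left. Scrublet called 19 GFP+ cells (0.510%) and 66 GFP− cells (1.48%) doublets. Of these, 17 GFP+ and 2 GFP− cells were among the kept cells, and they were left in because the paper's text names no doublet step. The kept cells of both libraries were clustered together in Seurat 5.3.0 on 2454 variable genes and 30 PCs, after the number of UMIs, the number of genes and the cell cycle scores were regressed out. The paper's text does not name the clustering resolution, so the lowest of the resolutions tried that gave 9 clusters was used, 0.4. Each cluster was named for the cell type whose marker genes, fixed before the data were examined, were highest in it, and is therefore called cone-like, retinal ganglion cell (RGC)-like and so on.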

Using the Seurat program,^19^ we performed an unsupervised clustering analysis on the combined cell transcriptomes from both conditions that passed standard 10× QC (GFP+: 3728, GFP−: 4444). TSNE projections revealed that the GFP+ and GFP− populations clearly segregated, consistent with *LHX4::GFP* cells being a molecularly distinct population (Fig. 4B). 

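Of the kept GFP+ cells, 3394 lay in cone-like clusters, a share of 92.0% (91.1 to 92.9%). Of the kept GFP− cells, 301 did, a share of 8.88% (7.94 to 9.89%). The clusters, numbered by size, divided the libraries unevenly. Cluster 1 held 51.2% of the GFP+ and 5.61% of the GFP− cells, cluster 2 held 33.6% and 3.22%, and cluster 8 held 7.21% and 0.0590%, the last being 2 cells. Multipotent-RPC-like clusters 3 and 4 held 0.895% and 6.56% of the GFP+ cells, and 29.6% and 22.4% of the GFP− cells. No GFP+ cell lay in RGC/AC-precursor-like cluster 5 (0 to 0.0999%). The alternative that moved these shares most was to leave out the regression, which put 98.6% of the GFP+ and 3.60% of the GFP− cells in cone-like clusters. Without it, 234 of the 242 GFP+ cells of cluster 4 (96.7%, 93.6 to 98.6%) moved to cone-like clusters, and 173 of the 178 GFP− cells of cluster 1 in S or G2M phase moved to multipotent-RPC-like clusters.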

The analysis separated the cells into nine distinct clusters, which were identified by established markers and bore hallmarks of known cell classes in the developing retina (Figs. 4C, 4D; Supplementary File S1).

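Clusters 1, 2 and 8 were cone-like, with 2078, 1349 and 268 cells and medians of 3653.5, 4646 and 4004 UMIs per cell. Clusters 3 and 4 were multipotent-RPC-like, with 1037 and 1002 cells and medians of 8321 and 9798.5 UMIs. Cluster 5, RGC/AC-precursor-like, had 450 cells (median 8013.5 UMIs). Cluster 6, AC/HC-like, had 379 cells (6741 UMIs), cluster 7, neurogenic-RPC-like, had 282 cells (9147.5 UMIs), and cluster 9, RGC-like, had 233 cells (11739 UMIs). The names rest on the fixed markers alone, and the genes that lead a cluster are given only to identify it, since they took part in defining it. Cluster 1 was led by *Spint1*, *Rd3* and *Aipl1*, and cluster 3 by *Acot1*, *Lpar1* and *Gpx3*. Cluster 2 was led by *Fabp7* and had the rod marker *Nrl* among its 10 leading genes. No cone marker was among the 10 leading genes of cluster 1, 2 or 8. In each of these 3 clusters, all 11 cone markers had a UMI in at least 10% of the cells. Cluster 4 was led by the histone genes *Hist1h3b* and *Hist1h1b*. Cluster 8 was led by *Slc7a3*, with the stress response genes *Cebpb*, *Atf3*, *Chac1*, *Trib3*, *Asns* and *Sesn2* among its 10 leading genes. Of the 268 cells of cluster 8, 266 were GFP+, so that a feature of that library and a cell state were not separable there. The number of clusters grew with the resolution, from 7 at 0.2 to 17 at 1.2 and 21 at 2.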

Two cell clusters were assigned as multipotent RPCs based on expression of multipotent RPC markers such as *VSX2*, *HES1*, and *NR2E1*, among others, as well as a large percentage of cycling cells (Figs. 4E, 4F).^20^ 

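*Hes1* reached 581 and 507 CPM in clusters 3 and 4 and 106 CPM in neurogenic-RPC-like cluster 7. *Nr2e1* reached 94.6 and 102 CPM in clusters 3 and 4 and 16.8 CPM in cluster 7. In cluster 3, 6.46% of the cells scored as G1, 72.5% as S and 21.0% as G2M (1037 cells). In cluster 4, 23.5% scored as G1 (20.9 to 26.2%), 37.9% as S and 38.6% as G2M (1002 cells). Because cells differ in depth, each was also thinned to 3200 UMIs, which left out 25 shallower cells of cluster 4 and gave 21.4% in G1. Among GFP− cells of clusters 3 and 4 alone, 59 of 1764 scored as G1, 3.34% (2.56 to 4.29%), so that most G1 cells of cluster 4 came from its GFP+ cells.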

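In neurogenic-RPC-like cluster 7, of which 279 cells were GFP− and 3 were GFP+, *Olig2* reached 174 CPM, *Neurog2* 1631 CPM, *Otx2* 470 CPM and *Atoh7* 592 CPM. The next highest cluster had 21.0 CPM for *Olig2* and 407 CPM for *Neurog2*, cluster 5 in both cases. *Otx2* was higher in the 3 cone-like clusters (1224 to 1540 CPM) than in cluster 7, and *Atoh7* was next highest in cluster 5 (485 CPM). Of the cells of cluster 7, 44.7% scored as S (38.8 to 50.7%) and 55.3% as G2M (49.3 to 61.2%). None of its 282 cells scored as G1 (0 to 1.30%). Thinning left out 3 of these cells and gave 43.7% in S and 56.3% in G2M.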

One other cluster was predominantly composed of cycling cells, with markers such as *OLIG2*, *NEUROG2*, *OTX2*, and *ATOH7*, which identify these as likely neurogenic RPCs^39^,^40^ with limited mitotic potential. 

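In cluster 5, the RGC/AC-precursor-like cluster, *Pou4f2* reached 218 CPM, against 4.30 CPM in cluster 7. Its 485 CPM of *Atoh7* lay between cluster 7 and the RGC-like cluster (59.2 CPM). *Otx2* reached 180 CPM in cluster 5, with a UMI in 33.1% of its cells (median 8013.5 UMIs per cell) and in 23.3% after thinning. It had a UMI in 11.1% of the cells of AC/HC-like cluster 6 (6741 UMIs), 6.12% after thinning, and in 3.86% of those of the RGC-like cluster (11739 UMIs), 1.29% after thinning. *Olig2* was at 21.0 CPM in cluster 5, with a UMI in 10.2% of its cells (7.58 to 13.4%), and had a UMI in 6.86% of those of cluster 6 (4.53 to 9.89%) and in none of the 233 cells of the RGC-like cluster (0 to 1.57%). Cluster 5 had 74.2% of its 450 cells in G1 (69.9 to 78.2%), 5.33% in S and 20.4% in G2M, and 70.6% in G1 after thinning, which left out 4 cells.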

A second cluster had a smaller fraction of cycling cells, high *ATOH7* levels, and expression of *POU4F2*, but no *OTX2* or *OLIG2*, which we assigned to retinal ganglion cell (RGC)/amacrine (AC) RPCs and precursors as they exhibited markers of likely differentiation to RGCs or ACs.

Of the cell clusters assigned as mostly postmitotic, one was assigned as RGCs as it displayed known markers *RBPMS* and *GAP43*.^41^,^42^ Another assigned to AC/HCs, exhibiting markers for both these fates, like *TFAP2B* and *PTF1A*.^43^,^44^ As previously reported,^40^ while ACs and HCs are distinct fates, it is difficult to separate them by their transcriptomes in early development and without an appropriate amount of sequenced cells for proper resolution.

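*Rbpms* reached 186 CPM in RGC-like cluster 9 and at most 12.3 CPM in any other cluster, and *Gap43* reached 3339 CPM in cluster 9 and 280 CPM in cluster 6. *Tfap2b* reached 898 CPM in AC/HC-like cluster 6 and at most 5.65 CPM elsewhere. *Ptf1a* reached 605 CPM in cluster 6 and had a UMI in 13.8% of the cells of cluster 5. All 233 cells of cluster 9 scored as G1 (98.4 to 100%), as did 98.4% of the 379 cells of cluster 6 (96.6 to 99.4%). After thinning these shares were 98.3% and 95.7%, with 1 and 3 cells left out.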

Three clusters were assigned as cone photoreceptors. As expected from our previous data, these consisted of the near totality of GFP+ cells and displayed markers of cone photoreceptors: *THRB*, *RXRG*, *GNGT2*, and *GNB3* (Figs. 4C, 4D), as well as *LHX4*. 

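*Thrb* lies on chromosome 14 of GRCm38 from 17660261 to 18038090, *Rxrg* on chromosome 1 from 167598384 to 167639623, *Gngt2* on chromosome 11 from 95837216 to 95845734 and *Gnb3* on chromosome 6 from 124834240 to 124840275. *Thrb* had a UMI in 86.9% of the 3394 GFP+ cells of the cone-like clusters, *Rxrg* in 57.9%, *Gngt2* in 96.6%, *Gnb3* in 86.6% and *Lhx4* in 40.7%. The GFP− cells of the multipotent-RPC-like clusters, which should lack these genes, had a UMI of *Thrb* in 1.76% of 1764 cells, of *Rxrg* in 0.964%, of *Gngt2* in 0.567%, of *Gnb3* in 0.170% and of *Lhx4* in 0.0567%. The latter cells were deeper, with a median of 9246 UMIs against 3876. At 3200 UMIs per cell, which left out 538 of the former and 13 of the latter, the shares for *Thrb* were 80.4% and 0.628%, and those for *Lhx4* 34.0% and 0 of 1751 cells. The GFP+ cells of cluster 4 carried the same transcripts as those of cluster 1. Its 232 GFP+ cells in G1 had 692 CPM of *Thrb* and 2388 CPM of *Gngt2*, and the 1888 GFP+ cells of cluster 1 had 748 and 2146 CPM. The 178 GFP− cells of cluster 1 in S or G2M had 2.86 CPM of *Thrb*, 1479 CPM of *Sfrp2* and 2573 CPM of *Ccnd1*.

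**Figure D1:**
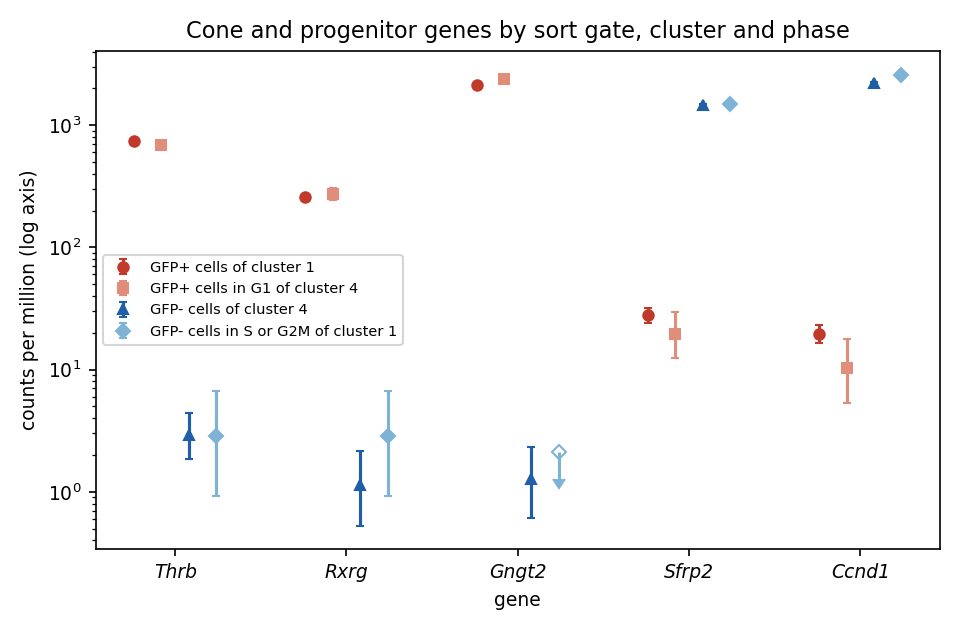
CPM of 3 cone genes and 2 progenitor genes (log axis) in GFP+ cells of cluster 1, GFP+ cells in G1 of cluster 4, GFP− cells of cluster 4 and GFP− cells in S or G2M of cluster 1, with 95% exact Poisson intervals; an open marker with an arrow stands at the upper limit for a gene without a UMI. Within both clusters the cells divide by sort gate, with *Thrb* at 748 and 692 CPM in the GFP+ groups and 2.92 and 2.86 CPM in the GFP− groups.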

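*Nrl* lies on chromosome 14 from 55518978 to 55524981. It had a UMI in 375 of the GFP+ cells of the cone-like clusters, 11.0% (10.0 to 12.2%), and in 8.58% of them after thinning. Among the GFP− cells of the multipotent-RPC-like clusters, none of 1764 had a *Nrl* UMI despite the higher depth, where 3 cells would be a share of 0.170%. Because *Nrl* was a variable gene, its share was compared between groups of cone-like GFP+ cells from a clustering without it, chosen after the data were seen. There it had a UMI in 141 of 908 *Fabp7*-high cells (15.5%, 13.2 to 18.1%), 32 of 252 *Slc7a3*-high cells (12.7%, 8.85 to 17.5%) and 204 of 2243 other cells (9.09%, 7.94 to 10.4%), with medians of 4879, 4004 and 3638 UMIs. Thinning, which left out 30, 36 and 471 cells, gave 9.79% (7.91 to 12.0%), 9.26% (5.75 to 13.9%) and 7.96% (6.74 to 9.32%), with overlapping intervals. Cells with a *Nrl* UMI had 0.833 to 1.09 times the CPM of the other GFP+ cone-like cells for the 11 cone markers. The other 6 rod markers together had 7 UMIs in the cells with *Nrl* and 29 UMIs in the 3019 cells without.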

We did detect some sparse *NRL*-positive cells within this population, possibly reflecting some activity of the *LHX4* reporter in rod photoreceptors. The cell cycle phase of these clusters is consistent with our previous data suggesting LHX4 is in postmitotic cones at E14.5. As a result of the sorting strategy, cone representation was high, which allowed the clustering analysis to resolve cone subpopulations. 

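Of the GFP+ cells of the cone-like clusters, 3339 scored as G1, 98.4% (97.9 to 98.8%), 50 as S and 5 as G2M. At 3200 UMIs per cell, 97.8% scored as G1. With the GFP− cells included, 93.6% of 3695 cone-like cells scored as G1 (92.8 to 94.4%). The lower value came from cluster 1, where 89.5% scored as G1, 9.77% as S and 0.770% as G2M, while its GFP+ cells alone had 97.8% in G1. In cluster 2, 99.1% of the cells scored as G1, and in cluster 8, 98.5% did. Without the regression, the cone-like share in G1 was 98.4% with both gates included, the largest shift among the alternatives.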

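Because a gene that defines a cluster cannot also be reported as a difference between clusters, the clustering was repeated without *Fabp7*, *Slc7a3* and *Slc7a5* among the variable genes. It again gave 3 cone-like clusters, which held 3390 GFP+ cells. The cluster highest in *Fabp7* had 1213 of these, 35.8% (34.2 to 37.4%), with a median of 4590 UMIs per cell. The cluster highest in *Slc7a3* had 235, 6.93% (6.10 to 7.84%), with a median of 3995 UMIs. The remaining 1942 cells had a median of 3595.5 UMIs. Without the regression, and with all variable genes, the *Fabp7*-high cluster held 417 GFP+ cells, so that the size of this group depends on that choice.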

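The cone markers were compared across the 3 cone-like groups of GFP+ cells from the clustering without *Fabp7*, *Slc7a3* and *Slc7a5*. The markers themselves were among its variable genes and could take part in defining the groups, so these values describe the groups and are no independent differences. *Gngt2* had a UMI in 93.7% of the *Fabp7*-high, 98.7% of the *Slc7a3*-high and 97.9% of the remaining cells. *Thrb* had a UMI in 81.6%, 86.0% and 90.2% of them, and *Rxrg* in 63.5%, 41.7% and 56.2%. Against all other cone-like GFP+ cells, the *Fabp7*-high cells had 0.611 times the CPM of *Thrb* (0.583 to 0.641) and 0.637 times that of *Gnb3* (0.609 to 0.667). *Crx* was 1.25-fold higher in them, with a UMI in 97.8% of them and 91.5% of the other cells. The *Slc7a3*-high cells had 1.01 times the CPM of *Gngt2* (0.962 to 1.06) and 0.597 times that of *Rxrg* (0.503 to 0.705).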

All cone clusters had high levels of established markers, but two subpopulations differed in expression of genes. The highest differential marker for one of the populations was *FABP7*, a previously characterized marker for cones in the adult murine retina^45^ with reported expression in the developing retina^46^ but not at this early stage. 

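*Fabp7* (chromosome 10, 57784881 to 57788450) was left out of the variable genes for this comparison. It was 7.68-fold higher (7.19 to 8.22) in the *Fabp7*-high cone-like GFP+ cells than in the other cone-like GFP+ cells, a log2 ratio of 2.94. It had a UMI in 62.9% of the former and 29.0% of the latter. Its CPM per cluster was 967 in cluster 2, 136 in cluster 8, 98.5 in cluster 1, 48.8 in cluster 6 and 31.2 in cluster 4. Among GFP− cells of these libraries it was at 32.9 CPM, and among GFP+ cells at 452 CPM.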

Meanwhile, a second subpopulation had increased levels of solute-carrier genes like *SLC7A3* and *SLC7A5* (Fig. 4C). 

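*Slc7a3* (X chromosome, 101079210 to 101086020) and *Slc7a5* (chromosome 8, 121881150 to 121907694) were likewise left out of the variable genes. In the *Slc7a3*-high cells *Slc7a3* reached 222 CPM, against 4.87 CPM in the other cone-like GFP+ cells, a log2 ratio of 5.51. With all variable genes in the clustering the log2 ratio was 6.28. *Slc7a5* reached 459 CPM against 18.0 CPM, a log2 ratio of 4.67. *Slc7a3* had a UMI in 51.5% of the *Slc7a3*-high cells and 1.52% of the others, and *Slc7a5* in 77.9% and 5.90%.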

Our analysis indicates that we successfully sorted and sequenced a developing E14.5 retina and identified its cell populations while enriching for cone photoreceptors.

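In the kept cells, 92.0% of the GFP+ library and 8.88% of the GFP− library were cone-like. Multipotent-RPC-like clusters held 52.1% of the GFP− cells (50.4 to 53.7%), RGC/AC-precursor-like cells made up 13.3%, AC/HC-like cells 10.7%, neurogenic-RPC-like cells 8.23% and RGC-like cells 6.82%. Among GFP+ cells the AC/HC-like share was 0.407% (0.228 to 0.670%). The upper limit of 3500 genes bore most on the RGC-like cells. In a clustering without it, chosen after the data were seen, 506 of 965 RGC-like GFP− cells had 3500 genes or more. That clustering formed no RGC/AC-precursor-like cluster, so its RGC-like cells are not the same class as those above. They made up 2 clusters, with 368 of 442 GFP− cells over the limit in that led by *Snhg11* (83.3%, 79.4 to 86.6%) and 138 of 523 in that led by *Ccer2* and *Pou4f2* (26.4%, 22.7 to 30.4%). The paper states that its analysis recovered the populations of the E14.5 retina while enriching for cones.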

### Early Cone Marker Identification in *LHX4::GFP* Cells

We sought to use this dataset to find new markers for early cone photoreceptors. Using Seurat, we performed a differential expression analysis, comparing the GFP+ population, which we established as cones, with the GFP− population, which should encompass the other concurrent populations in the developing retina. Additionally, for visualization purposes and as a proxy for average population levels of transcript expression, we calculated the expression of an average GFP+ and a GFP− cell and used this in combination with the differential expression results. 

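The mean of the per-cell values, with each cell scaled to 10000 counts, gives every cell the same weight, while summed UMIs weight a cell by its depth. Across all genes the median log2 ratio of CPM in GFP+ over GFP− cells was 0.30, so that ratios are to be read against that level. TMM normalization moved the median by −0.33 on the log2 scale. Mean UMIs per cell without normalization moved it by −1.08, because GFP+ cells had fewer UMIs, and means of per-cell values moved it by −0.01.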

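As cells are not replicates, no p-values were computed, and only the size part of the Seurat criterion was applied. It asks for a difference above 0.25 between the natural logs of the mean per-cell value, scaled to 10000 counts, plus 1, and for detection in at least 10% of the cells of either library. It was passed by 975 genes. Of these, 886 were among the 896 genes of the paper's list in Supplementary File S2 that the files hold by name, and 89 were not. All 896 had a higher CPM in GFP+ than in GFP− cells, but 187 of them had fewer UMIs per GFP+ cell than per GFP− cell. The pseudocount moved the number most, since 2835 genes passed with 0.1 added in place of 1. With no filter on cells, 948 genes passed, among them all 896 of the paper's list.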

We identified over 898 significantly differentially expressed transcripts with enrichment in cones. 

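The GFP+ over GFP− ratio of CPM was 225 for *Gngt2* (95% interval 199 to 256), from 1865 CPM in GFP+ and 8.27 CPM in GFP− cells. It was 164 for *Pdc* (138 to 196), 134 for *Gnb3* (113 to 160) and 116 for *Gnat2* (86.4 to 160). *Lhx4* (chromosome 1, 155698031 to 155751684), whose reporter set the gates, had 139 and 1.66 CPM, a ratio of 83.7 (63.2 to 113). *Thrb* had 595 and 8.37 CPM, a log2 ratio of 6.15 (ratio 62.7 to 80.8), and *Rxrg* a ratio of 57.1 (47.9 to 68.5). With no upper limit on genes per cell, the log2 ratio of *Rxrg* fell from 5.83 to 4.68, while the median over the 9 genes labelled in Fig. 5A rose to 6.88. The ratio was 40.0 for *Crx* (36.9 to 43.4), 15.3 for *Otx2* (14.7 to 15.9) and 10.1 for *Ccdc136* (9.33 to 10.9). The median log2 ratio of the 9 genes labelled in Fig. 5A was 6.37. It moved most, to 4.12, when the cone-like cells were compared with all other kept cells in place of the sort gates.

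**Figure D2:**
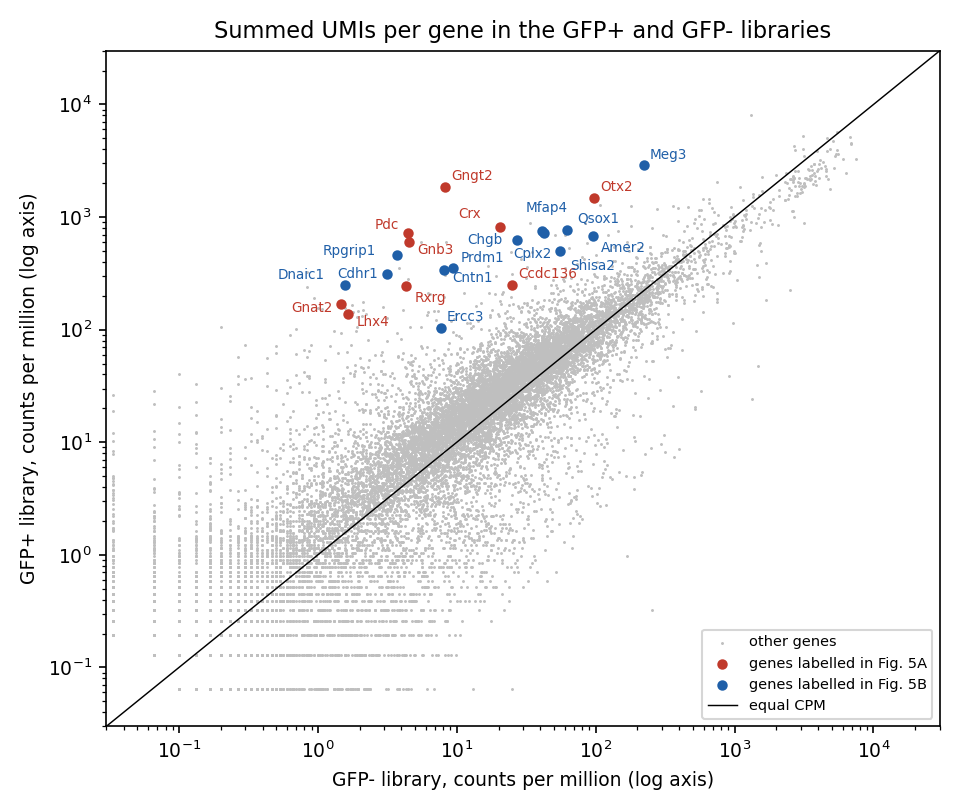
CPM of each gene with a UMI in both libraries, in GFP− cells (horizontal, log axis) and GFP+ cells (vertical, log axis), with the genes labelled in Fig. 5A in red, those labelled in Fig. 5B in blue, and a line of equal values. The labelled genes lie above the line, from *Amer2* at a ratio of 7.22 to *Gngt2* at 225.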

As expected, we identified known cone markers as highly enriched in the GFP+ population (Fig. 5A; Supplementary File S2). We then looked for novel transcripts enriched in this population (Fig. 5B). 

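*Meg3* (chromosome 12, 109541001 to 109571726), a long noncoding RNA, had 2873 CPM in GFP+ and 221 CPM in GFP− cells, a ratio of 13.0 (12.7 to 13.3). *Qsox1* (chromosome 1, 155776029 to 155812889) had 761 and 62.2 CPM, a ratio of 12.2 (11.6 to 12.9). The ratio was 18.3 for *Mfap4*, 23.0 for *Chgb*, 16.9 for *Cplx2*, 7.22 for *Amer2* and 8.97 for *Shisa2*. It was 123 for *Rpgrip1* (102 to 150), 158 for *Dnaic1* (119 to 216), 99.6 for *Cdhr1* (81.3 to 123), 41.9 for *Cntn1*, 37.9 for *Prdm1* and 13.6 for *Ercc3*.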

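Among genes with at least 50 CPM in the GFP+ library, the highest ratio was that of *Pcp4*, 525 (241 to 1434), from 1624 UMIs in GFP+ and 6 UMIs in GFP− cells. *Pgc* (5050 UMIs in GFP+ and 25 in GFP− cells), *Samsn1* (290), *Ffar4* (246), *Hsbp1l1* (216), *Tmem215* (206) and *Rbp3* (158) followed among those not labelled in Fig. 5A or 5B. Among genes with at least 50 CPM in the GFP− library, the ratio of GFP− over GFP+ was highest for *Gal* (794), *Isl1* (172), *RP24-402O2.2* (72.5), *Cp* (58.4), *Fgf15* (55.1) and *Hes1* (49.6), then for *Ube2c* (48.8), *Tk1* (46.3), *Aurkb* (45.7) and *2810417H13Rik* (45.5). These ratios hold for the kept cells, since with no upper limit on genes the GFP+ over GFP− log2 ratio of *Hes1* moved from −5.63 to −4.52. When genes were ranked by the natural-log difference, 97 of the top 100 were shared with the top 100 of the paper's list.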

A heatmap for the top 100 cone-enriched transcripts with the transcript expression of an average cell in every individual cluster is included in Figure 5C.

**Figure 5:**
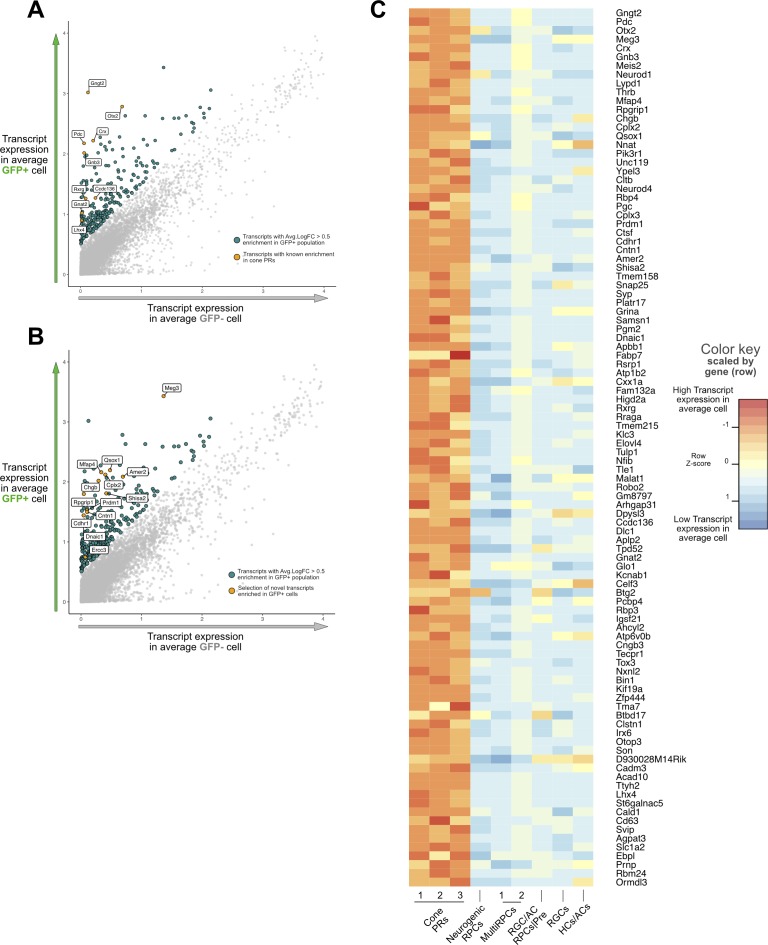
Identification of known and novel transcripts enriched in cone photoreceptors in LHX4::GFP+ cells. (A) Plot displaying the expected transcript expression in an average GFP+ (y-axis) or GFP− (x-axis) cell. Highlighted are all genes with >0.5-fold change enrichment in GFP+ cells, and labeled are a selection of cone-related transcripts. (B) Same plot as (A) labeling novel transcripts enriched in the same population. (C) Heatmap of top 100 transcripts enriched in GFP+ cells. Color indicates the expected transcript expression of that gene in an average cell for each cluster identified. Expression values are scaled per gene.

The above analysis identified genes enriched in early cone photoreceptors compared to the other cell types present at that time. We first compared these results to other studies that have reported cone transcriptome analyses in the mouse or human (Supplementary Figs. S7A, S7B). Only one study has reported a transcriptome from early developing cones, similar to this one,^4^ through the use of human fetal explants infected with cone opsin promoter reporter viruses, determining early and late phases of gene expression in labeled versus nonlabeled cells. 

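Both overlaps were counted again from Supplementary File S3, and 130 genes were in both the early and the late fetal cone lists. The median log2 ratio of GFP+ over GFP− cells was 1.72 over the 896 genes of the list of enriched transcripts, 2.85 over the 165 genes shared with early fetal cones and 2.29 over the 211 shared with late fetal cones. Each was at the 100th percentile of 10000 random gene lists of the same size and matched on mean expression. As the paper chose the list on these libraries, that percentile is no independent evidence. Within the list, random draws from its other genes, matched on mean expression, left both fetal medians at the 100th percentile. With TMM normalization the 3 medians were 1.39, 2.52 and 1.96. These percentiles describe the 2 libraries and carry no replicate error.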

A number of genes are enriched in both datasets (165 genes in early and 211 in late fetal cones), suggesting that the mouse is a potential model for investigating the function of these genes in cone photoreceptors. (Supplementary Fig. S7; Supplementary File S3, S4).

Additional datasets of purified adult rods and cones from the mouse have been used to identify differential transcripts between these two types of photoreceptors.^7^ Comparison to this dataset identified that 251 of the genes in our dataset were enriched in adult cones and 121 were enriched in adult rods (Supplementary Fig. S7; Supplementary File S3, S5). 

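A recount from Supplementary File S3 gave 28.0% of the list of enriched transcripts for the adult cone genes and 13.5% for the adult rod genes, with no gene in both groups. The median log2 ratio of GFP+ over GFP− cells was 2.03 over the 250 adult cone genes found by name and 2.25 over the 121 adult rod genes.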

Adult cone-enriched genes present in this dataset support the cell specificity of known early markers detected in our dataset, such as *RXRG*, as well as many genes not explored in detail before, such as *QSOX1* or *LHX4*.

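Among kept cells, *Rxrg* was at 206, 242 and 156 CPM in cone-like clusters 1, 2 and 8 and at 13.1 CPM or less in clusters 3, 5, 6, 7 and 9. In cluster 4, whose GFP+ cells carry cone transcripts, *Rxrg* was at 35.9 CPM and *Lhx4* at 19.8 CPM. *Qsox1* was at 709, 634 and 606 CPM in the cone-like clusters, but also at 207 CPM in cluster 7 and 108 CPM in cluster 5. Its 137 CPM in cluster 4 include the GFP+ cells of that cluster. *Lhx4* was at 133, 109 and 118 CPM in the cone-like clusters and at 1.14 CPM or less in clusters 3, 5, 6, 7 and 9.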

To corroborate the expression of some of these genes as enriched in early cones we cross-referenced the Transcripts Per Million (TPM) values of these genes determined by a previous transcriptome analysis of E14.5 mouse retina (Supplementary File S6).^47^ Across all cell clusters, only five genes were reported to have 0 TPMs in the previous analysis, though none of these genes were in the cone genes identified here. We observed that many of the novel cone genes have low TPMs, which could have contributed to the fact that they have not been identified previously in cone cells. To determine if the expression pattern of some of the identified cone genes was consistent with cone photoreceptor location, we examined a dataset of E15.5 RNA in situ hybridization data generated by the Allen Brain Atlas. We identified 49 genes as having been tested in the Allen Brain Atlas out of the 100 most enriched genes of each of the three identified cone clusters (Supplementary File S6). Of these genes, 33% gave no signal, suggesting that the probe was not sensitive enough to detect them or their expression had diminished by E15.5; 45% gave a detectable photoreceptor pattern along the scleral edge of the retina, and 22% gave a detectable RNA in situ signal that did not correspond to an obvious photoreceptor signal. Most of the genes in this last category were specific to cone clusters 2 and 3. Several examples from this analysis of genes with a photoreceptor-like photoreceptor pattern are shown in Supplementary Figure S8.

We next were interested in determining whether the genes associated with early cone genesis were negatively regulated by the rod photoreceptor factor *NRL*. A prevalent model for *NRL* function is that it serves as a fate switch in photoreceptor precursors, with *NRL*-negative precursors becoming cones and *NRL*-positive ones becoming rods.^8^,^12^,^48^ In *NRL* mutants, the photoreceptors that normally would become rods are found to undergo a morphologic and gene expression change that could suggest a rod-to-cone fate switch. However, it has been noted that these cells are morphologically distinguishable from normal cones; and, in addition, known early cone genes, such as *THRB* and *RXRG*, are unaltered in newborn photoreceptors, which suggests that *NRL* may not be a master regulator of this fate choice.^8^,^12^,^49^ As there are few known early cone genes, we sought to identify other cone photoreceptor genes, in addition to *THRB* and *RXRG*, that are regulated independently of *NRL*. We first identified those genes in our dataset that were dysregulated either positively or negatively in *NRL* knockout photoreceptors (Supplementary File S7). 

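The supplementary sheet of unchanged genes was set beside the list of enriched transcripts. Of its genes, 202 were in the list of enriched transcripts by name, 54 carried an entry for cone cluster 2, and 3 names had been turned into dates by a spreadsheet. In the sheets of *NRL* mutant data, 205 enriched transcripts were changed at neither age, 117 were changed at P2 and 678 at P28. The median log2 ratio of GFP+ over GFP− cells was 1.63 over the sheet of unchanged genes, 1.90 over the 205 and 2.03 over those changed at P2.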

The *NRL* dataset used contained multiple isoforms of genes, but to apply a stringent criterion, any isoform that showed dysregulation at either P2 or P28 in *NRL* mutants led to that gene being removed, leaving a total of 259 *NRL*-independent genes (Fig. 6A). 

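By name, 575 of the 897 enriched transcripts (64.1%) were changed in the *NRL* mutant at P28 and not at P2. Their median log2 ratio of GFP+ over GFP− cells at E14.5 was 1.63. Random draws from the other genes of the list, with replacement and matched on mean expression, put it at the 0.04th percentile. The middle 95% of these draws began at 1.71. The shift was not alike in both directions of change. The 427 genes with a transcript higher in the mutant at P28 had a median of 1.69, at the 20.9th percentile of draws from the genes outside that group. The 293 genes with a transcript lower in it had a median of 1.46, below all 10000 draws from the genes outside theirs. These groups overlap, since 145 genes had transcripts changed in both directions. The supplementary sheet for P2 has 2 wild-type and 2 mutant sample columns, and the sheet for P28 has 4 and 2.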

Interestingly, many of the cone-enriched genes present at E14.5 are only altered in *NRL* mutants at P28 and not also at P2 when a large number of rods would be generated (see Discussion).

**Figure 6:**
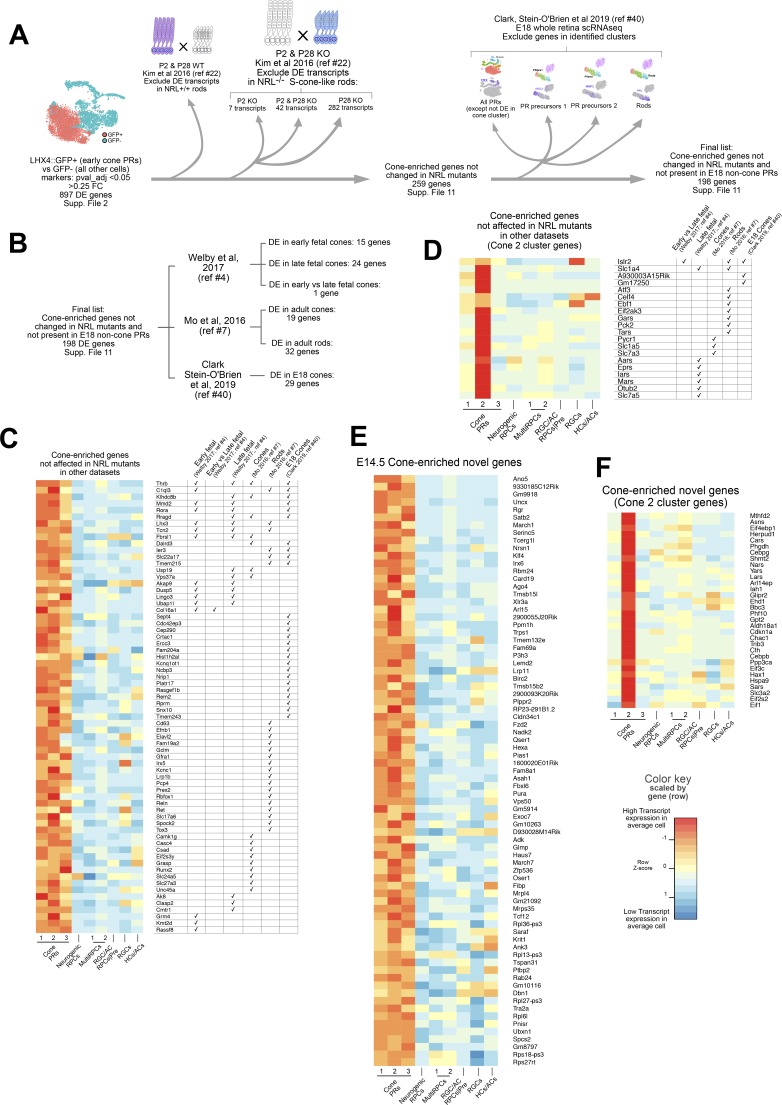
E14.5 genes not changed in NRL mutants and novel cone-enriched genes. (A) Schematic describing the comparison and selection of genes enriched in E14.5 cones that are not changed in the NRL mutant dataset and not present in early rods or photoreceptor precursors at E18.^41^ DE, differentially expressed. (B) Number of genes found overlapping in the displayed datasets from the final list of genes. (C) Heatmap of transcripts enriched in E14.5 cones that are not changed in the NRL mutant dataset and not present in early rods or photoreceptor precursors at E18. The genes displayed are also present in the datasets analyzed, and their presence is indicated by a checkmark in the right table. Color indicates the expected transcript expression of that gene in an average cell for each cluster identified. Expression values are scaled per gene. (D) Same as (C) but for genes found in the cone 2 cluster. (E) Heatmap of novel genes found in this study to be enriched in E14.5 cones but not present in any of the other datasets. Color indicates the expected transcript expression of that gene in an average cell for each cluster identified. Expression values are scaled per gene. (F) Same as (E) but for novel genes in the cone 2 cluster.

As some of these genes likely represent pan-photoreceptor genes that would not be expected to be under the transcriptional control of *NRL*, we identified those genes also expressed in developing rods. As an identifiable rod cluster was not present in our E14.5 dataset, we analyzed a recently generated single-cell dataset from E18 whole retinas.^40^ 

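No cluster of the kept cells was named for the rod markers. *Nr2e3* had 7, 2 and 1 UMIs in cone-like clusters 1, 2 and 8 and no UMI in clusters 3, 4, 5, 6, 7 and 9.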

The data from two replicates of E18 were extracted and we performed an unbiased clustering analysis using Seurat (Supplementary Fig. S9).^19^ The detected nine clusters were assigned to known cell types through marker expression. Within those, two clusters were positive for *CRX* and, thus, determined to be likely photoreceptors. First, all differentially expressed transcripts for photoreceptors at E18 were determined (Supplementary File S8; Supplementary Fig. S8) and then these cells were reanalyzed for further subclustering. We were able to determine a cluster with cone signature, rod signature, and two precursor clusters. From those, we determined all differentially expressed transcripts between photoreceptor clusters (Supplementary File S9; Supplementary Fig. S8). Interestingly, many of the genes detected as enriched in early cone photoreceptors in this study have been identified as differentially expressed across retinal pseudo-time by Clark et al.^40^ (Supplementary File S10).

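By name, 754 of the enriched transcripts were in the pseudotime table and 143 were not. Over the former, the log2 ratio of GFP+ over GFP− cells at E14.5 had a median of 1.75, and over the latter of 1.46.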

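The sheet with the final list holds 145 names from the list of enriched transcripts and 53 with an entry for cone cluster 2. Over the whole sheet the median log2 ratio of GFP+ over GFP− cells was 1.60. With TMM normalization it was 1.27, the largest shift among the alternatives. Of its genes, 90.4% were protein coding in the GENCODE M21 annotation and 7 were processed pseudogenes.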

Removal of genes with expression in any of the non-cone clusters at E18 produced 198 *NRL*-independent cone-enriched genes (Figs. 6A, 6B; Supplementary File S11). 

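The 54 genes that the supplementary sheets list for cone cluster 2 had a median log2 ratio of GFP+ over GFP− cells of 0.59, at the 99.0th percentile of matched random lists, with 45 of the genes above 0. The headers of the sheets conflict on the number of this cluster, which is cone cluster 2 in some and cone cluster 3 in others. Its genes include *Slc7a3*, the leading gene of cluster 8 here.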

To provide some measure of confirmation of the cone/photoreceptor-associated expression of these genes, we identified those genes with cone-enriched expression or specifically enriched in cone cluster 2 that were also identified in the previously mentioned datasets (Figs. 6C, 6D; Supplementary File S11). This left a set of genes with cone-enriched expression or specifically enriched in cone cluster 2 that have been identified to date only in this study as cone associated (Figs. 6E, 6F).

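The set holds 77 genes from the list of enriched transcripts and 33 for cone cluster 2. Over the 77 genes, all of them above 0, the median log2 ratio of GFP+ over GFP− cells was 1.51. It was 0.48 over the 33 genes, at the 90.6th percentile of matched random lists. Of the 77 genes, 63 were protein coding, 6 were processed pseudogenes and 4 were lincRNAs. *Rps18-ps3*, a pseudogene of *Rps18*, had a log2 ratio of 1.00, while *Rps18* itself had −0.31.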

## Discussion

Our current knowledge of the molecular and cellular events involved in cone photoreceptor development is incomplete. One missing dataset has been a comprehensive gene expression analysis of endogenously developing cones. Without such knowledge, the rational design of strategies to induce cone formation and adequate benchmarks to assess these cones, such as from stem cell cultures, are not possible. 

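*Lhx4* (ENSMUSG00000026468), on the minus strand, had 2155 UMIs in the 3689 kept GFP+ cells and 50 UMIs in the 3389 kept GFP− cells. By natural log of the mean per-cell value its difference between the gates was 0.875. The gates were sorted on an *LHX4* reporter, so a difference of *Lhx4* between them follows from the sort and is no independent evidence. Of its UMIs in GFP− cells, 1 lay in the 1764 multipotent-RPC-like cells. In clusters 5, 7 and 9 no cell of either gate had a *Lhx4* UMI.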

Here we identify *LHX4* as a novel and highly specific marker of cone photoreceptors in the early stages of their development and the *LHX4::GFP* reporter mouse as a tool to detect and analyze these cells in the developing mouse retina.

The single-cell transcriptome analysis allowed for an unprecedented molecular examination of early cone photoreceptors. With the increased representation that the *LHX4::GFP* mouse permitted for the purification of this relatively rare cell type, we were able to identify subclusters of cones at this timepoint. 

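In the *Fabp7*-high cells, 1 of the 1213 GFP+ cells was called a doublet, as was 1 of the 235 *Slc7a3*-high cells. The median number of genes per cell was 2068 and 1984 in these groups and 1833 in the remaining cone-like GFP+ cells, and the median mitochondrial share was 2.69%, 1.90% and 2.43%.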

The biological significance of these subclusters, however, remains, to be determined. They could reflect temporal differences in the differentiation process or spatial effects linked to the dorsal–ventral position of cells, which is known to influence cone opsin expression at later timepoints. 

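Lists of genes for each explanation were fixed before the data were examined. Over 15 photoreceptor precursor genes, the median log2 ratio of *Fabp7*-high over the other cone-like GFP+ cells was 0.70, at the 100th percentile of matched random lists, with 11 genes above 0. Over 13 genes of maturing cones it fell by 0.49, at the 0.02nd percentile, with 3 genes above 0. All of these precursor genes and most of the maturing cone genes were variable genes and could take part in defining the group. With the members of all lists left out of the variable genes, the medians were 0.72 and −0.52, at the 100th and the 0.01st percentile. The alternative that moved these medians most was to leave out the regression, which gave 0.34 and −1.24 for a smaller *Fabp7*-high group of 417 GFP+ cells. The 9 dorsal genes were at the 77.9th percentile and the 7 ventral genes at the 93.1st, both within the middle 95% of random lists.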

One distinct cluster upregulates the *SLC7A3* and *SLC7A5* genes. 

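In these libraries *Slc7a3* had 247 UMIs in cluster 8, 34 in cluster 1 and 8 in cluster 2, and 69 in multipotent-RPC-like cluster 4. *Slc7a5* was at 444 CPM in cluster 8, 22.4 CPM in cluster 1 and 9.51 CPM in cluster 2.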

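Outside the cone-like clusters, *Slc7a5* was at 30.7 CPM in multipotent-RPC-like cluster 3, 49.8 CPM in cluster 4 and 8.99 CPM in cluster 7. Over all cone-like cells it had 751 UMIs, against 773 UMIs in all other kept cells, a CPM ratio of 1.72 (1.56 to 1.91). By gate, its CPM was 1.82-fold higher (1.64 to 2.01) in GFP+ than in GFP− cells, a log2 ratio of 0.86. As mean UMIs per cell the direction was the opposite, with a log2 ratio of −0.22. *Slc7a3* had 289 UMIs in cone-like and 91 UMIs in other cells, a CPM ratio of 5.63 (4.43 to 7.20).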

SLC7A5 is a known thyroid hormone transporter for T3/T4 states^50^ that has been reported in human fetal retinas and organoids.^51^,^52^ Because these transcriptomic analyses were done in whole retinas it was not clear if this expression was specific to any particular cell population, but our data suggest that mouse cone photoreceptors specifically express these genes. *SLC7A3* has not been reported in the retina but likely plays a similar role, as its expression has been linked to T3 administration in the brain.^53^ Thyroid hormone and its targets are known to affect M-cone differentiation.^15^,^51^,^54^–^56^ We found several other thyroid-related genes throughout the retina, but only *THRB* was exclusive to cones at this time. For example, there was almost no detectable amount of *DIO2* in any cell but many more counts of *DIO3*, although these were present in the multipotent RPC clusters. 

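The CPM in cone-like cells over all other kept cells was 16.6-fold higher for *Thrb* (15.5 to 17.8) and 16.5-fold higher for *Rxrg* (14.9 to 18.4). These values hold for the kept cells, since with no upper limit on genes the GFP+ over GFP− log2 ratio of *Thrb* rose from 6.15 to 6.43 and that of *Rxrg* fell from 5.83 to 4.68. *Rxrg* also had a UMI in 11.6% of the cells of RGC-like cluster 9. It was 7.97-fold higher for *Slc7a8*. *Thra* (log2 ratio 0.26, ratio 1.12 to 1.28), *Rxrb* (1.22, 1.11 to 1.34) and *Rxra* (1.12, 0.862 to 1.46) differed little between these groups. *Crym* had 0.156 times the CPM (0.103 to 0.228). *Thra* was highest in RGC-like cluster 9, at 218 CPM, and its GFP+ over GFP− ratio changed direction with no upper limit on genes per cell. *Slc16a10* had 4 UMIs in cone-like and 8 in other cells, and *Dio1* and *Slco1c1* had none. *Thrb* was at 91.3 CPM in cluster 4, where its GFP+ cells carried it, and at 6.73 CPM or less in clusters 3, 5, 6, 7 and 9.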

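*Dio2* had 3 UMIs in cone-like cells and 1 in all other kept cells, a ratio of 5.32 with an interval of 0.427 to 279. *Dio3* had 107 and 953 UMIs. It was at 57.9 CPM in multipotent-RPC-like cluster 3 and 46.3 CPM in cluster 4, at 12.2 CPM in cluster 1, at 10.6 CPM in cluster 7 and at 0.15 CPM in cluster 2. Between the gates, GFP+ cells had 13 UMIs and GFP− cells 1047.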

Another observation of cone heterogeneity was in the expression of LHX4 protein and the *LHX4::GFP* reporter in more mature retinal tissue. Whether this sustained expression of LHX4 in subsets of cones is biologically relevant or is an epigenetic or temporal phenomenon without a functional significance warrants further study.

There is a major interest in understanding the molecular differences between cone and rod photoreceptors and how these differences arise during development. This would provide insights into how these two classes of photoreceptors evolved as well as inform the strategic development of methods to specifically produce these cell types. The predominant photoreceptor determination framework is that cones and rods developmentally diverge based solely on whether newborn photoreceptors begin to express the *NRL* TF or not. The analysis performed here with multiple previously published datasets and the current one suggests that endogenous newborn cones have a unique molecular signature compared to the induced cones that form in the *NRL* knockout. There are caveats that must be considered. For one, the current study used a massive enrichment of cones, which allowed for increased power to detect gene expression differences between cones and other cells. Comparison to other datasets that had less statistical power may have led to the false conclusion that a gene was not differentially expressed. In addition, we compared the profile of embryonic cones to *NRL*-dysregulated genes at P2. There could be currently unidentified signaling factors that are temporally different and influence gene expression that could account for these differences. It is important to note that a large number of cone genes are in fact dysregulated in the *NRL* mutant. However, it is interesting that many of these genes found in early cones, such as *RXRG*, are not dysregulated in early rods, but are only significantly changed in much more mature rods. What the cause of this delay is and whether it impacts the differentiation of these transformed cells to a more bona fide cone photoreceptor signature is not known. In any case, these differences warrant further examination of the utility and validity of using photoreceptors from the *NRL* knockout model as a substitute for naturally formed cones.

## Supplementary Material

Supplementary Figure S1 Click here for additional data file.

Supplementary Figure S2 Click here for additional data file.

Supplementary Figure S3 Click here for additional data file.

Supplementary Figure S4 Click here for additional data file.

Supplementary Figure S5 Click here for additional data file.

Supplementary Figure S6 Click here for additional data file.

Supplementary Figure S7 Click here for additional data file.

Supplementary Figure S8 Click here for additional data file.

Supplementary Figure S9 Click here for additional data file.

Supplementary File S1 Click here for additional data file.

Supplementary File S2 Click here for additional data file.

Supplementary File S3 Click here for additional data file.

Supplementary File S4 Click here for additional data file.

Supplementary File S5 Click here for additional data file.

Supplementary File S6 Click here for additional data file.

Supplementary File S7 Click here for additional data file.

Supplementary File S8 Click here for additional data file.

Supplementary File S9 Click here for additional data file.

Supplementary File S10 Click here for additional data file.

Supplementary File S11 Click here for additional data file.

# Supplementary material for: Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors
**Source:** Invest Ophthalmol Vis Sci. 2019 Jul;60(8):2787–99. doi: 10.1167/iovs.19-26951
**Supplement:** Supplementary Figure S1

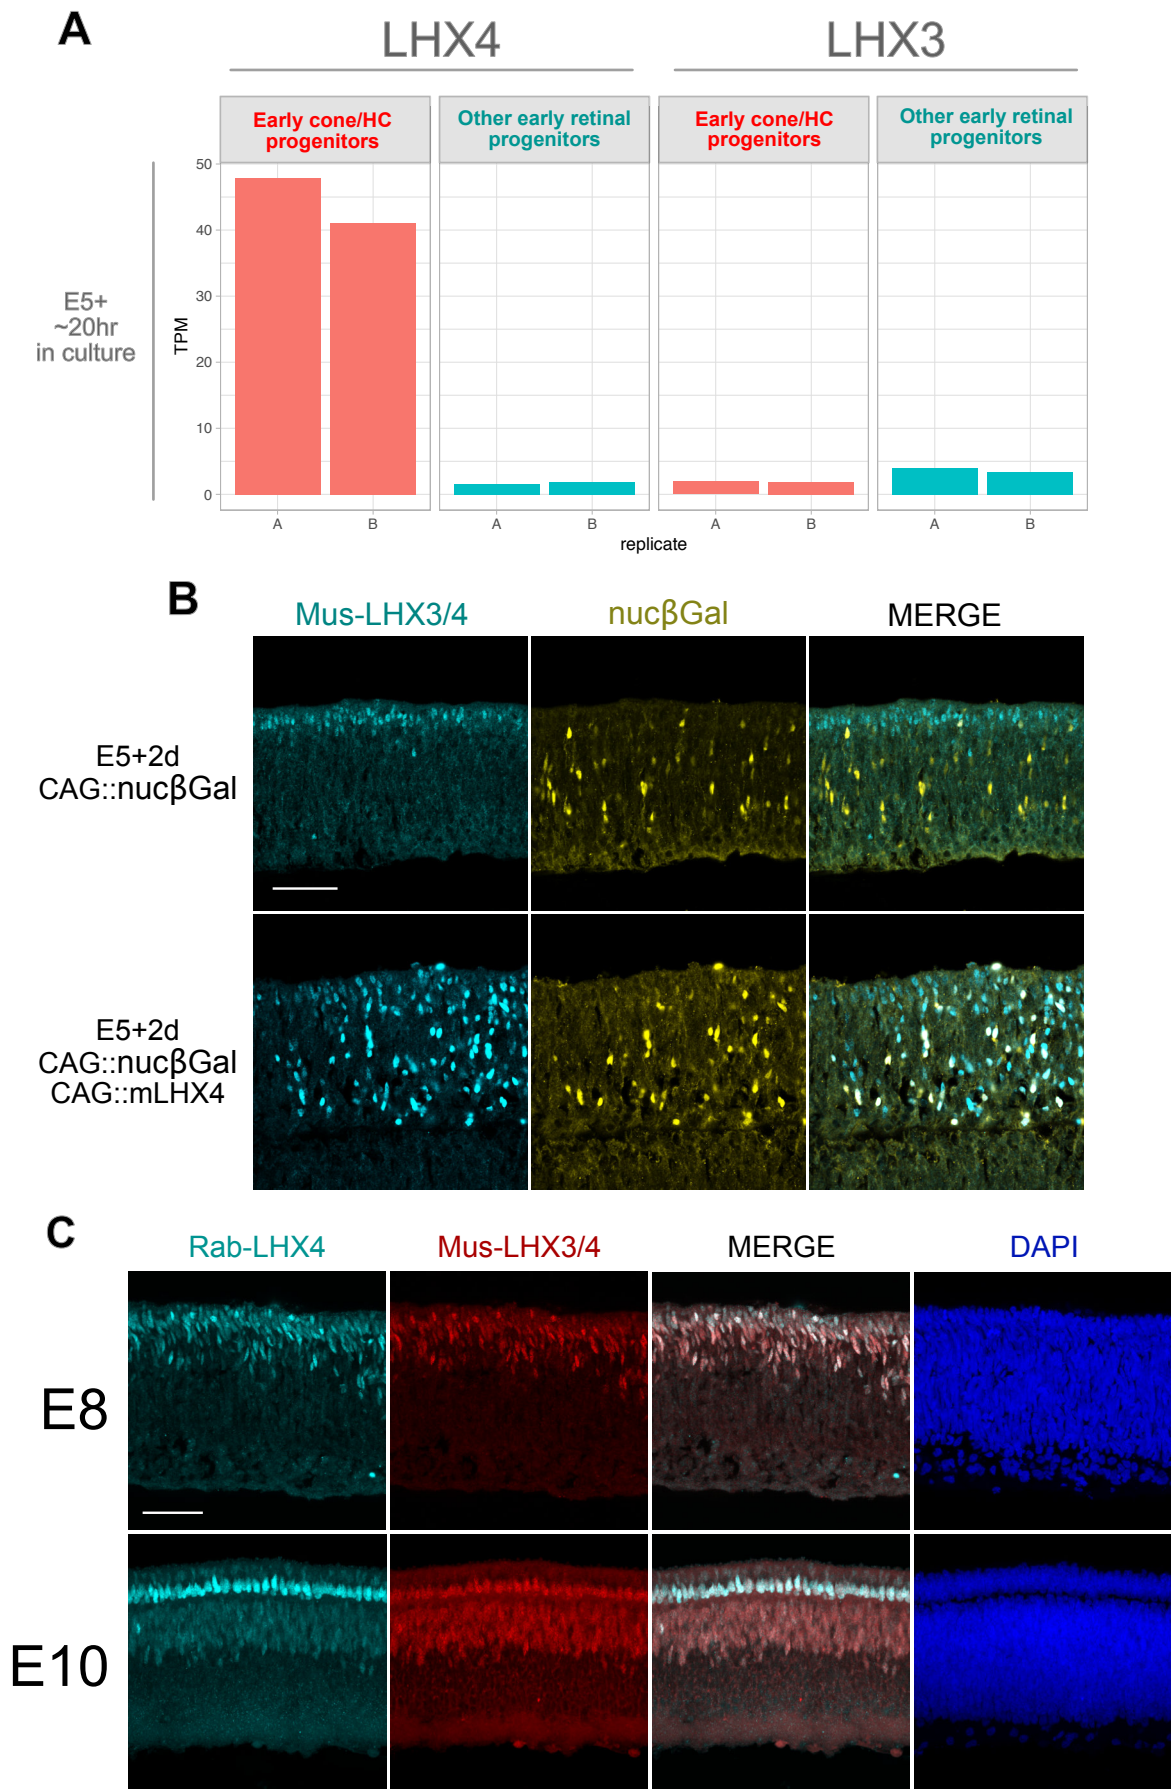

Supplemental Figure 1

**Supplemental Figure 1 - LHX4 and not LHX3 is detected in early chick retina development.**

(A) TPM values for LHX4 and LHX3 in Cone/HC progenitors and other early retinal progenitors.

(B) Cross-section of a chicken retina electroporated at E5 and cultured for ~20hrs. Electroporated constructs are denoted on the left side. Retinas were imaged for  $\beta$ Gal and LHX3/4 with mouse anti-LHX3 (DSHB).

(C) Maximum intensity projections of cross-section in chicken retinas at designated timepoints imaged for LHX4 with mouse (DSHB) and rabbit (Proteintech) antibodies. Scale bar represents 50  $\mu$ m.

# Supplementary material for: Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors
**Source:** Invest Ophthalmol Vis Sci. 2019 Jul;60(8):2787–99. doi: 10.1167/iovs.19-26951
**Supplement:** Supplementary Figure S2

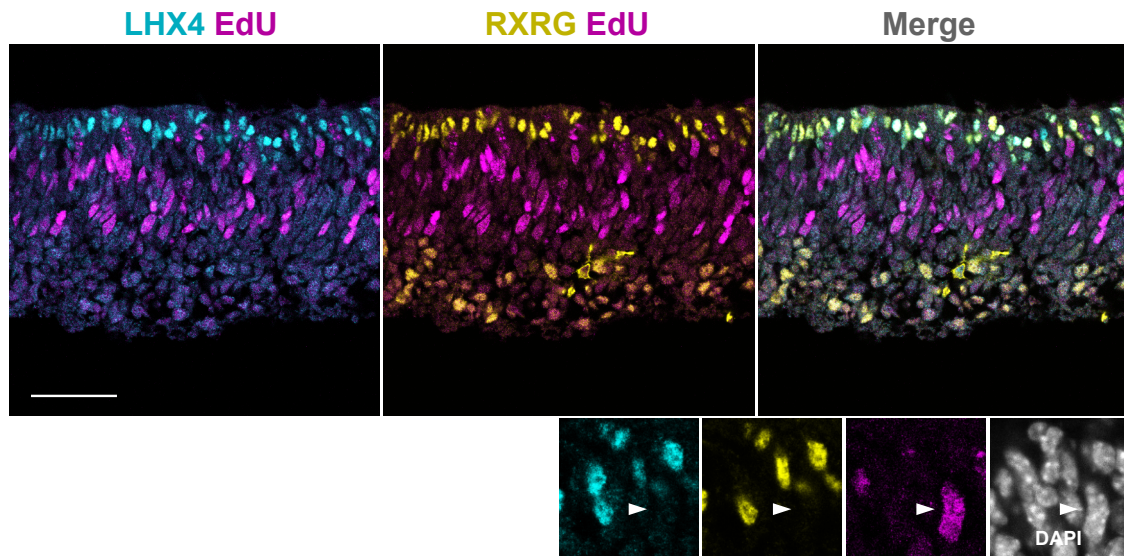

## Supplemental Figure 2

### Supplemental Figure 2 - LHX4 expression starts in post-mitotic cones

Cross-section of a E14.5 mouse retina, developed for EdU (2hr pulse) and imaged for LHX4 and RXRG. Small panels are digitally zoomed. Arrow points at representative EdU cell negative for LHX4 and RXRG. Scale bar represents 50  $\mu\text{m}$ .

# Supplementary material for: Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors
**Source:** Invest Ophthalmol Vis Sci. 2019 Jul;60(8):2787–99. doi: 10.1167/iovs.19-26951
**Supplement:** Supplementary Figure S3

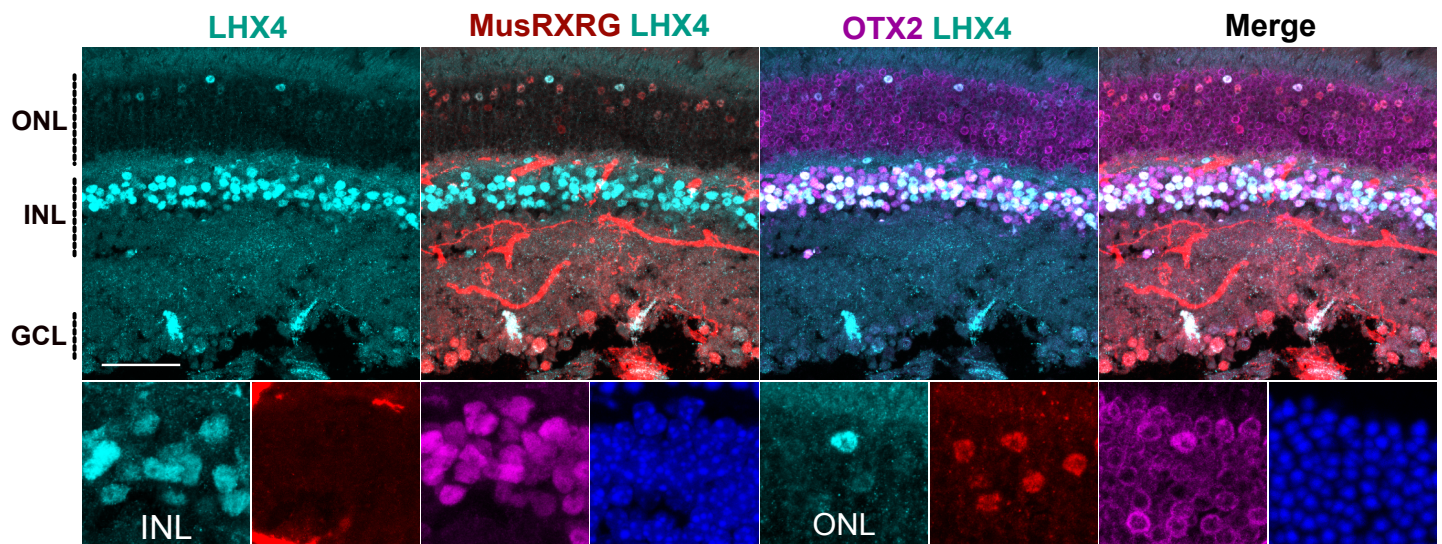

## Supplemental Figure 3

**Supplemental Figure 3 - LHX4 is expressed in cone bipolar cells and a subpopulation of cones in the adult mouse retina.**

Cross-section of a P27 mouse retina imaged for LHX4, RXRG, and OTX2. Higher magnification panels in the ONL and INL as specified. Large panels are maximum intensity projection Z-stack and small panels are single planes of the same Z-stack. Scale bar represents 50  $\mu\text{m}$ .

# Supplementary material for: Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors
**Source:** Invest Ophthalmol Vis Sci. 2019 Jul;60(8):2787–99. doi: 10.1167/iovs.19-26951
**Supplement:** Supplementary Figure S4

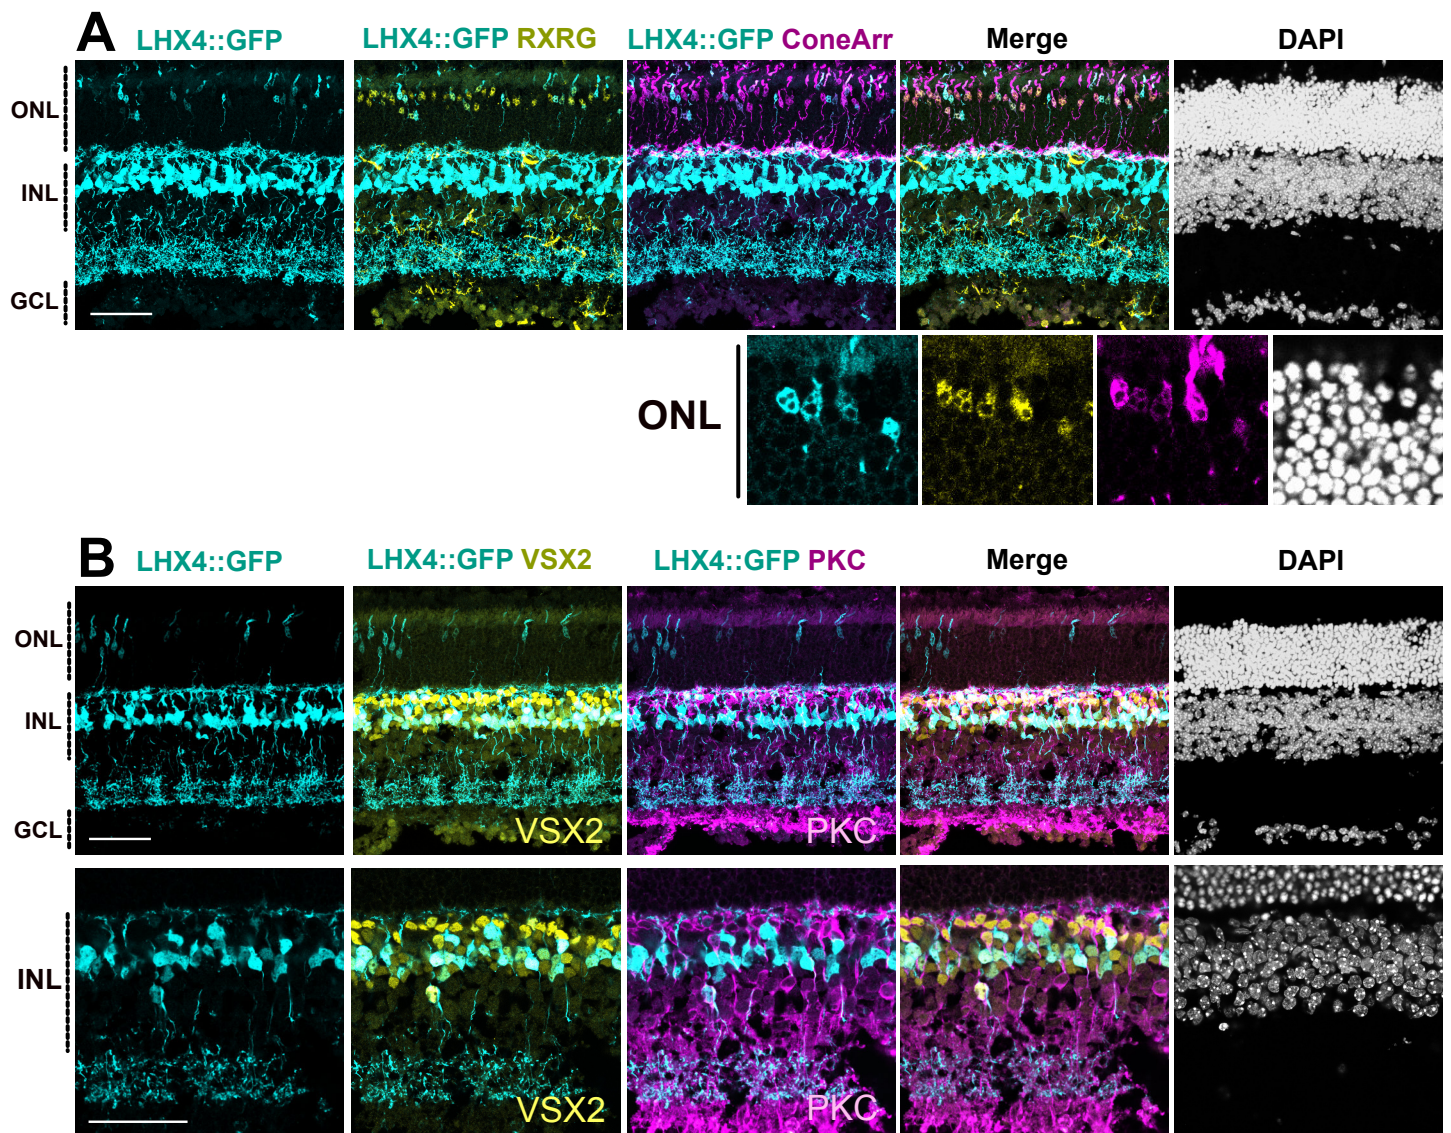

## Supplemental Figure 4

**Supplemental Figure 4 - LHX4::GFP reporter is active in cone bipolar cells and a subset of cones in the adult mouse retina.**

Cross-section of P27 mouse retinas imaged for GFP, RXRG, and Cone Arrestin in (A), and GFP, VSX2 and PKC in (B). Higher magnification panels in (A) show a single z-plane in the ONL. Large panels are maximum intensity projections Z-stacks and small panels are single planes of the same Z-stacks. Scale bar represents 50  $\mu\text{m}$ .

# Supplementary material for: Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors
**Source:** Invest Ophthalmol Vis Sci. 2019 Jul;60(8):2787–99. doi: 10.1167/iovs.19-26951
**Supplement:** Supplementary Figure S5

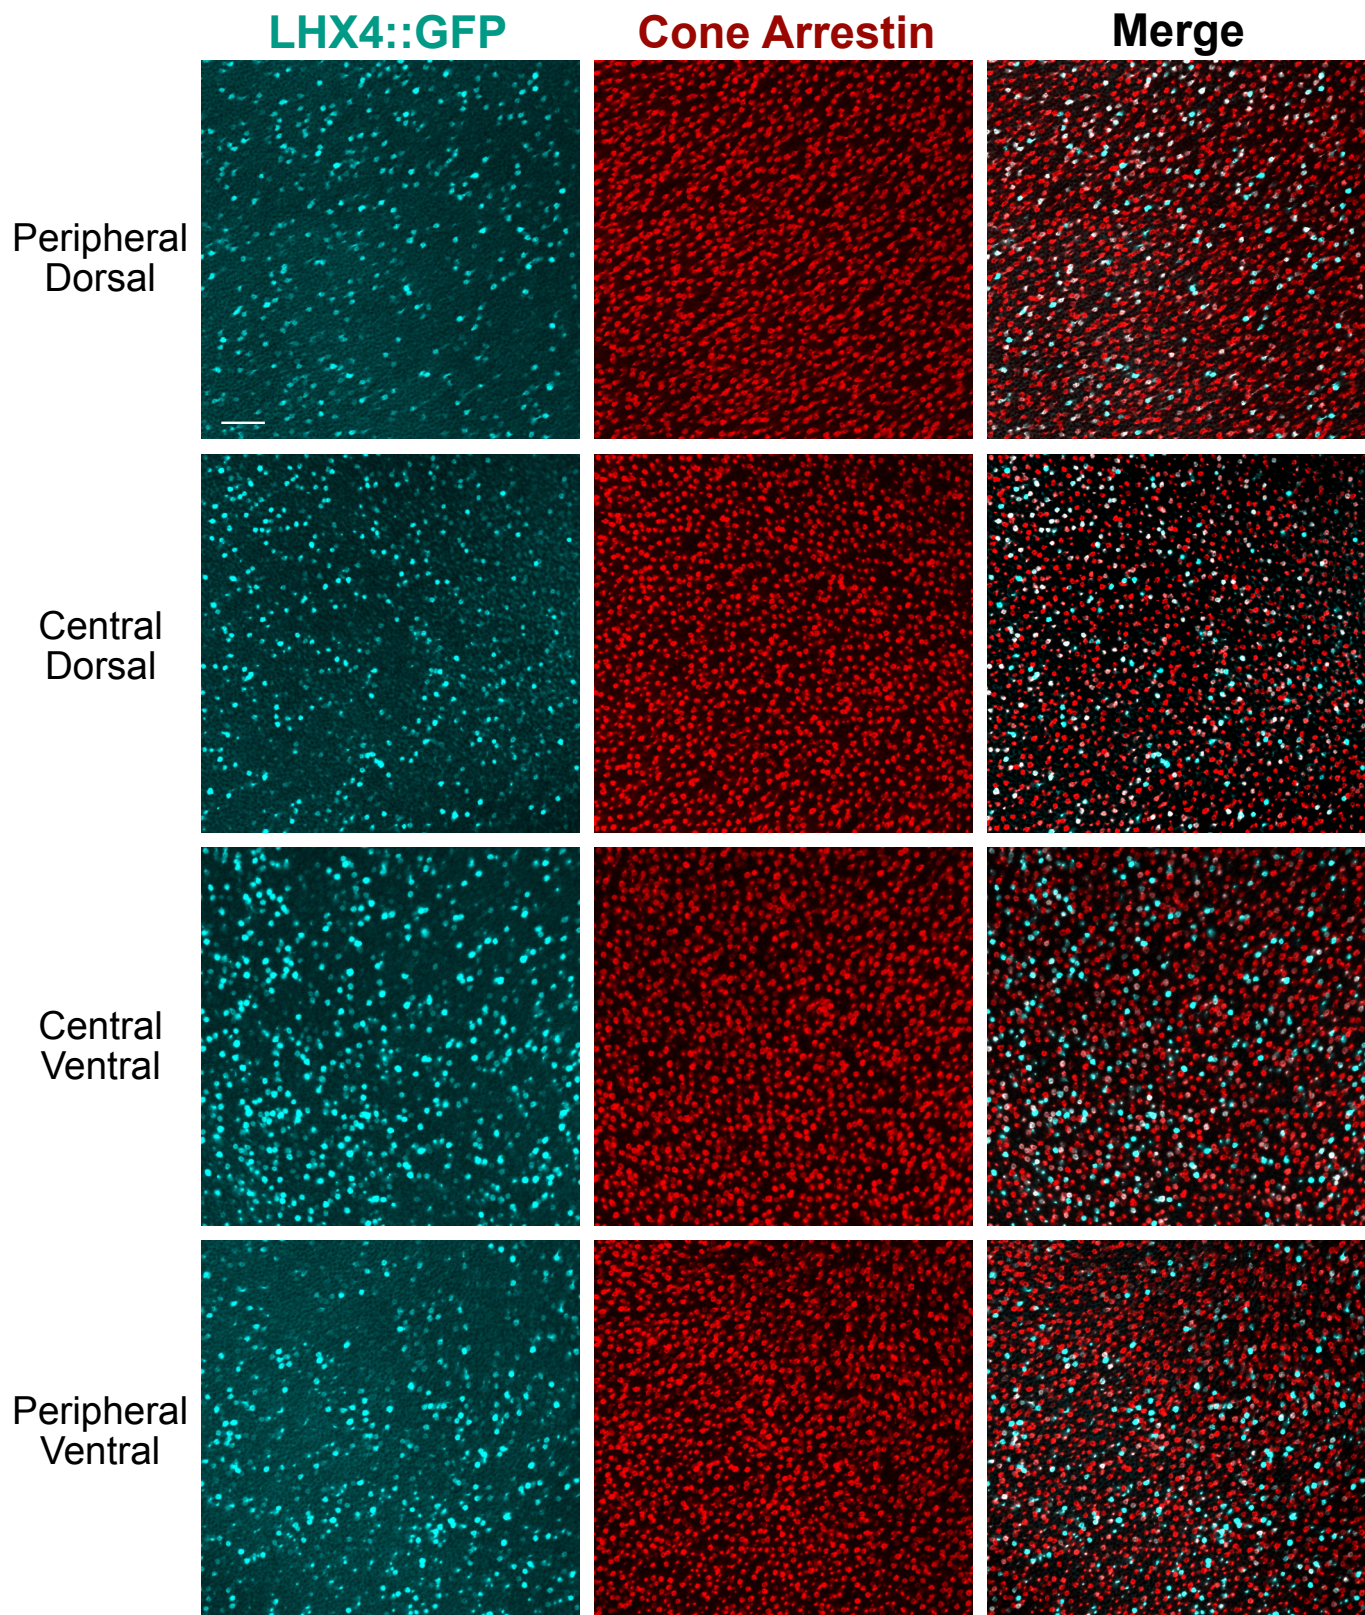

## Supplemental Figure 5

**Supplemental Figure 5 - LHX4::GFP reporter in the adult is active but not subject to dorsal-ventral gradient.**

Whole mount of a P27 LHX4::GFP mouse retina imaged for GFP and Cone Arrestin imaged at the ONL. Scale bar represents 50  $\mu\text{m}$ .

# Supplementary material for: Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors
**Source:** Invest Ophthalmol Vis Sci. 2019 Jul;60(8):2787–99. doi: 10.1167/iovs.19-26951
**Supplement:** Supplementary Figure S6

A

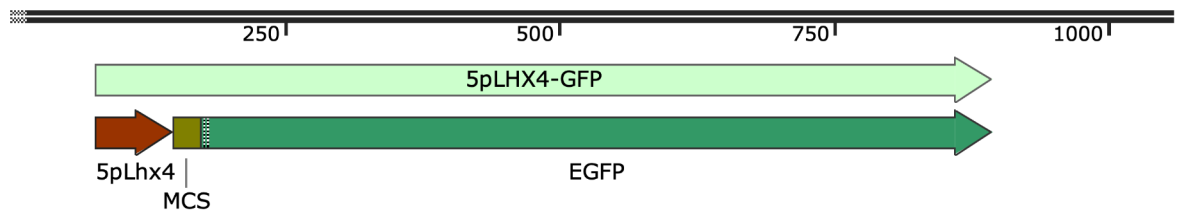

B

GFP      nucβGal      Rab-LHX4      MERGE

CAG::nucβGal

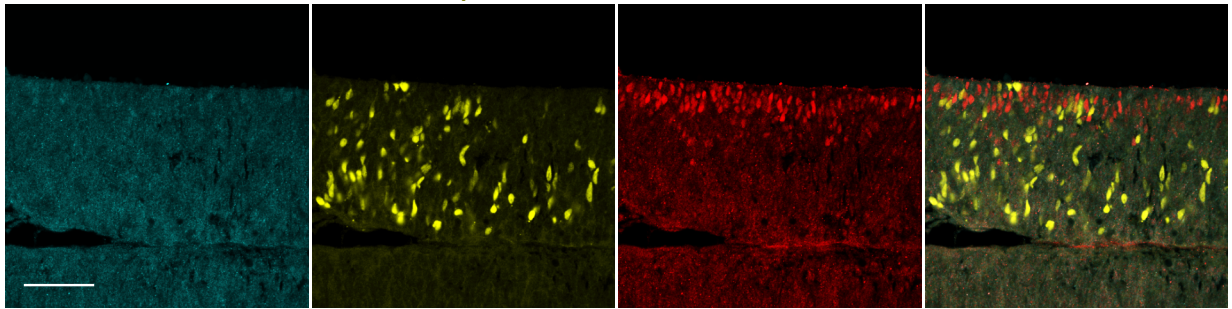

C

CAG::nucβGal  
CAG::5pLHX4GFP

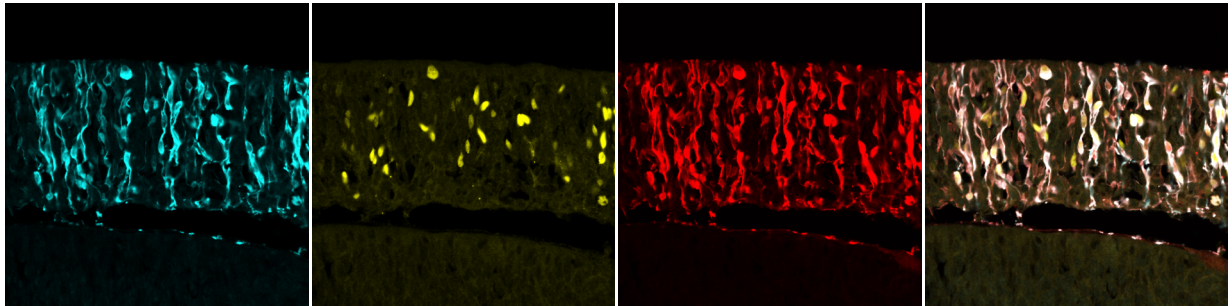

D

CAG::nucβGal  
CAG::5pLHX4GFP

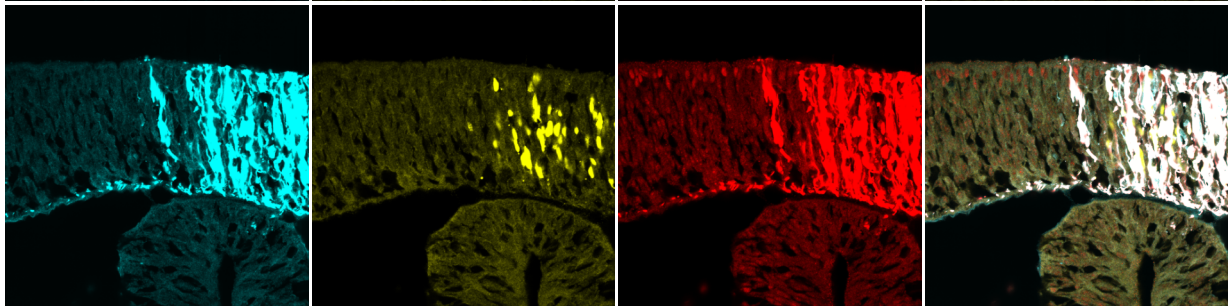

## Supplemental Figure 6

**Supplemental Figure 6 - LHX4::GFP transgene retains part of the LHX4 5' coding sequence and produces a N-terminusLHX4-GFP fusion.**

(A) Schematic of coding region amplified from LHX4::GFP locus containing a portion of the N-terminus of LHX4. Black bars represent DNA length. MCS is multiple cloning sequence. Top light green bar represents predicted fusion protein.

(B-D) Cross-section of chicken retinas after electroporation and ~20hr incubation. Retinas are imaged for GFP, RbLHX4 and βGal. In the case of (C), imaged at the edge of the electroporated area with increased exposure to show endogenous LHX4 signal. Scale bar represents 50 μm.

# Supplementary material for: Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors
**Source:** Invest Ophthalmol Vis Sci. 2019 Jul;60(8):2787–99. doi: 10.1167/iovs.19-26951
**Supplement:** Supplementary Figure S7

**A**

| Current dataset                                                                                                                                                                                                                                                                                                                                                               | Dataset   Experimental design                                                                                                                                                                                                                                                                                                                                                                                          | # of genes (or transcripts) overlap |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------|
| <div>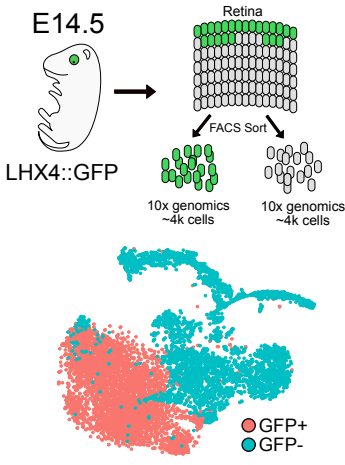</div> <div>LHX4::GFP+ (early cone PRs)<br/>vs GFP- (all other cells)<br/>markers: pval_adj &lt;0.05<br/>&gt;0.25 FC<br/>897 DE genes<br/>Supp File 2</div> <div>77 novel E14.5 genes<br/>Supp. File 3</div>                                                                            | <div>Welby et al 2017<br/>Human fetal retina explants<br/>AAV2/9.pR2.1::GFP sort<br/>L-M Opsin gene promoter<br/>pval_adj &lt;0.05; &gt;0.5 FC<br/>Supp. File 4</div> <div>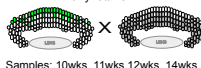</div> <div>Samples: 10wks, 11wks, 12wks, 14wks<br/>GFP+ x GFP- cells<br/>1145 enriched genes in GFP+</div> <div>165</div>                                |                                     |
|                                                                                                                                                                                                                                                                                                                                                                               | <div>Welby et al 2017<br/>Human fetal retina explants<br/>AAV2/9.pR2.1::GFP sort<br/>L-M Opsin gene promoter<br/>pval_adj &lt;0.05; &gt;0.5 FC<br/>Supp. File 4</div> <div>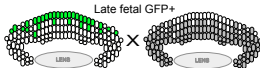</div> <div>Samples: 17wks, 19wks(1), 19wks(2), 20wks<br/>GFP+ x GFP- cells<br/>1721 enriched genes in GFP+</div> <div>211</div>                          |                                     |
|                                                                                                                                                                                                                                                                                                                                                                               | <div>Welby et al 2017<br/>Human fetal retina explants<br/>AAV2/9.pR2.1::GFP sort<br/>L-M Opsin gene promoter<br/>pval_adj &lt;0.05; &gt;0.5 FC<br/>Supp. File 4</div> <div>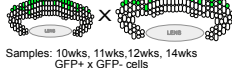</div> <div>Samples: 10wks, 11wks, 12wks, 14wks<br/>GFP+ x GFP- cells<br/>1145 enriched genes in GFP+</div> <div>15</div>                                 |                                     |
|                                                                                                                                                                                                                                                                                                                                                                               | <div>Mo et al 2016<br/>Mouse<br/>Cone/Rod adult bulk RNAseq<br/>Rods: Lmopc:Cre (Le et al 2006)<br/>Cones: HRGP:Cre (Le et al, 2004)<br/>PPDE &gt;0.95; &gt;0.5 FC<br/>Supp. File 5</div> <div>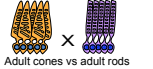</div> <div>Adult cones vs adult rods<br/>2959 DE genes in cones</div> <div>251</div>                                                |                                     |
|                                                                                                                                                                                                                                                                                                                                                                               | <div>Mo et al 2016<br/>Mouse<br/>Cone/Rod adult bulk RNAseq<br/>Rods: Lmopc:Cre (Le et al 2006)<br/>Cones: HRGP:Cre (Le et al, 2004)<br/>PPDE &gt;0.95; &gt;0.5 FC<br/>Supp. File 5</div> <div>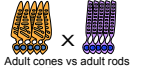</div> <div>Adult cones vs adult rods<br/>2253 DE genes in rods</div> <div>121</div>                                                 |                                     |
|                                                                                                                                                                                                                                                                                                                                                                               | <div>Kim et al 2016*<br/>Mouse<br/>NRL::GFP Rods bulk RNAseq<br/>NRL+/+ vs NRL-/-<br/>pval_adj &lt;0.05; &gt;0.5 FC<br/>*transcript-level analysis<br/>Supp. File 7</div> <div>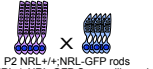</div> <div>P2 NRL+/+;NRL-GFP rods<br/>vs NRL-/-;NRL-GFP S-cone-like rods<br/>688 DE transcripts in NRL+/+ rods</div> <div>51</div>                  |                                     |
|                                                                                                                                                                                                                                                                                                                                                                               | <div>Kim et al 2016*<br/>Mouse<br/>NRL::GFP Rods bulk RNAseq<br/>NRL+/+ vs NRL-/-<br/>pval_adj &lt;0.05; &gt;0.5 FC<br/>*transcript-level analysis<br/>Supp. File 7</div> <div>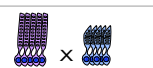</div> <div>P2 NRL+/+;NRL-GFP rods<br/>vs NRL-/-;NRL-GFP S-cone-like rods<br/>308 DE transcripts in NRL-/- S-cone-like rods</div> <div>67</div>      |                                     |
|                                                                                                                                                                                                                                                                                                                                                                               | <div>Kim et al 2016*<br/>Mouse<br/>NRL::GFP Rods bulk RNAseq<br/>NRL+/+ vs NRL-/-<br/>pval_adj &lt;0.05; &gt;0.5 FC<br/>*transcript-level analysis<br/>Supp. File 7</div> <div>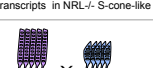</div> <div>P28 NRL+/+;NRL-GFP rods<br/>vs NRL-/-;NRL-GFP S-cone-like rods<br/>5171 DE transcripts in NRL+/+ rods</div> <div>341</div>               |                                     |
|                                                                                                                                                                                                                                                                                                                                                                               | <div>Kim et al 2016*<br/>Mouse<br/>NRL::GFP Rods bulk RNAseq<br/>NRL+/+ vs NRL-/-<br/>pval_adj &lt;0.05; &gt;0.5 FC<br/>*transcript-level analysis<br/>Supp. File 7</div> <div>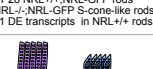</div> <div>P28 NRL+/+;NRL-GFP rods<br/>vs NRL-/-;NRL-GFP S-cone-like rods<br/>10680 DE transcripts in NRL-/- S-cone-like rods</div> <div>508</div> |                                     |
|                                                                                                                                                                                                                                                                                                                                                                               | <div>Clark, Stein-O'Brien et al 2019<br/>Mouse<br/>E18 whole retina scRNAseq<br/>2x replicates<br/>pval_adj &lt;0.05; &gt;0.25 FC<br/>Supp. File 8</div> <div>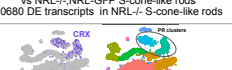</div> <div>All photoreceptor clusters vs all retinal cells<br/>524 marker genes in photoreceptors at E18</div> <div>412</div>                                       |                                     |
| <div>Clark, Stein-O'Brien et al 2019<br/>Mouse<br/>E18 PR subclustering scRNAseq<br/>2x replicates<br/>pval_adj &lt;0.05; &gt;0.25 FC<br/>Supp. File 9</div> <div>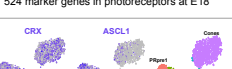</div> <div>PR precursors 1 (ASCL1+) vs all other PRs<br/>272 marker genes in photoreceptors at E18</div> <div>17</div> |                                                                                                                                                                                                                                                                                                                                                                                                                        |                                     |
| <div>Clark, Stein-O'Brien et al 2019<br/>Mouse<br/>E18 PR subclustering scRNAseq<br/>2x replicates<br/>pval_adj &lt;0.05; &gt;0.25 FC<br/>Supp. File 9</div> <div>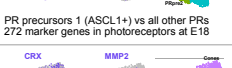</div> <div>PR precursors 2 (MMP2+) vs all other PRs<br/>155 marker genes in photoreceptors at E18</div> <div>59</div>  |                                                                                                                                                                                                                                                                                                                                                                                                                        |                                     |
| <div>Clark, Stein-O'Brien et al 2019<br/>Mouse<br/>E18 PR subclustering scRNAseq<br/>2x replicates<br/>pval_adj &lt;0.05; &gt;0.25 FC<br/>Supp. File 9</div> <div>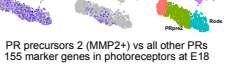</div> <div>Rod cluster (NRL+) vs all other PRs<br/>138 marker genes in photoreceptors at E18</div> <div>78</div>       |                                                                                                                                                                                                                                                                                                                                                                                                                        |                                     |
| <div>Clark, Stein-O'Brien et al 2019<br/>Mouse<br/>E18 PR subclustering scRNAseq<br/>2x replicates<br/>pval_adj &lt;0.05; &gt;0.25 FC<br/>Supp. File 9</div> <div>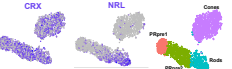</div> <div>Cone cluster (OPN1SW+) vs all other PRs<br/>363 marker genes in photoreceptors at E18</div> <div>163</div>  |                                                                                                                                                                                                                                                                                                                                                                                                                        |                                     |

**B**

Cone PR2 cluster (SLC7A3+)  
vs all other clusters  
markers: pval\_adj <0.05  
>0.5 FC  
54 DE genes  
Supp. File 1

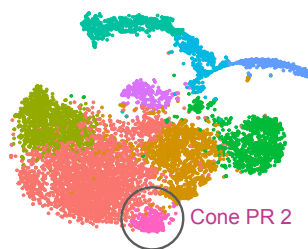33 novel E14.5 genes

Supp. File 3

Supplemental Figure 7

**Supplemental Figure 7 - Summary of datasets compared with E14.5 cone-enriched genes from LHX4-GFP current dataset.**

A) Table describing the datasets used for comparison and the number of overlapping genes with E14.5 cone-enriched genes. For each report (Welby, Mo, Kim and Clark), datasets are divided in subsections depending on enrichment in a particular cell type, as denoted. DE=Differentially Expressed

B) Summary of comparison with Cone 2 cluster enriched genes.

# Supplementary material for: Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors
**Source:** Invest Ophthalmol Vis Sci. 2019 Jul;60(8):2787–99. doi: 10.1167/iovs.19-26951
**Supplement:** Supplementary Figure S8

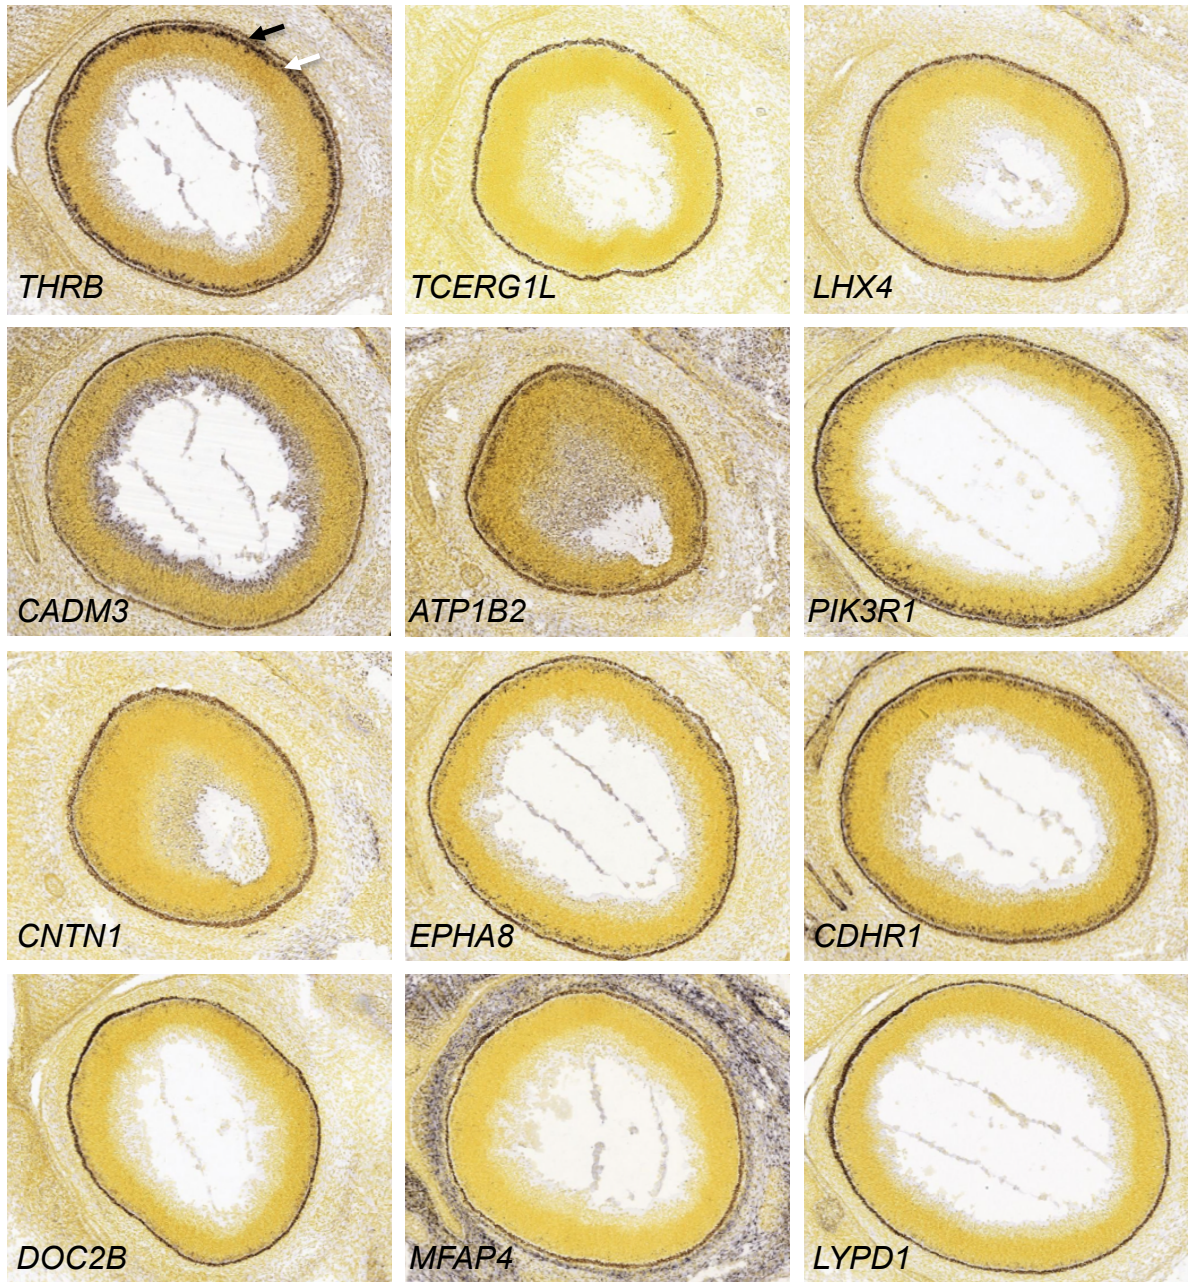

Supplemental Figure 8

**Supplemental Figure 8 - RNA in situ hybridization images of a subset of cone-enriched genes.** Sagittal images of E15.5 mouse embryos (front of embryo to the left) centered on the retina region and hybridized with probes to the gene shown in the bottom left of the image. All images were obtained from and are credited to the Allen Institute website at [www.alleninstitute.org](http://www.alleninstitute.org) and specific links to the image for each gene are found in Supplemental File 11. Arrows in the image for the previously described cone gene *THRB* were added to show the location of the retinal pigmented epithelium (black arrow) and the location of cone photoreceptors (white arrow). A photoreceptor pattern was not observed for the *TCERG1L* probe and serves as a point of comparison to the other images.

# Supplementary material for: Identification of Genes With Enriched Expression in Early Developing Mouse Cone Photoreceptors
**Source:** Invest Ophthalmol Vis Sci. 2019 Jul;60(8):2787–99. doi: 10.1167/iovs.19-26951
**Supplement:** Supplementary Figure S9

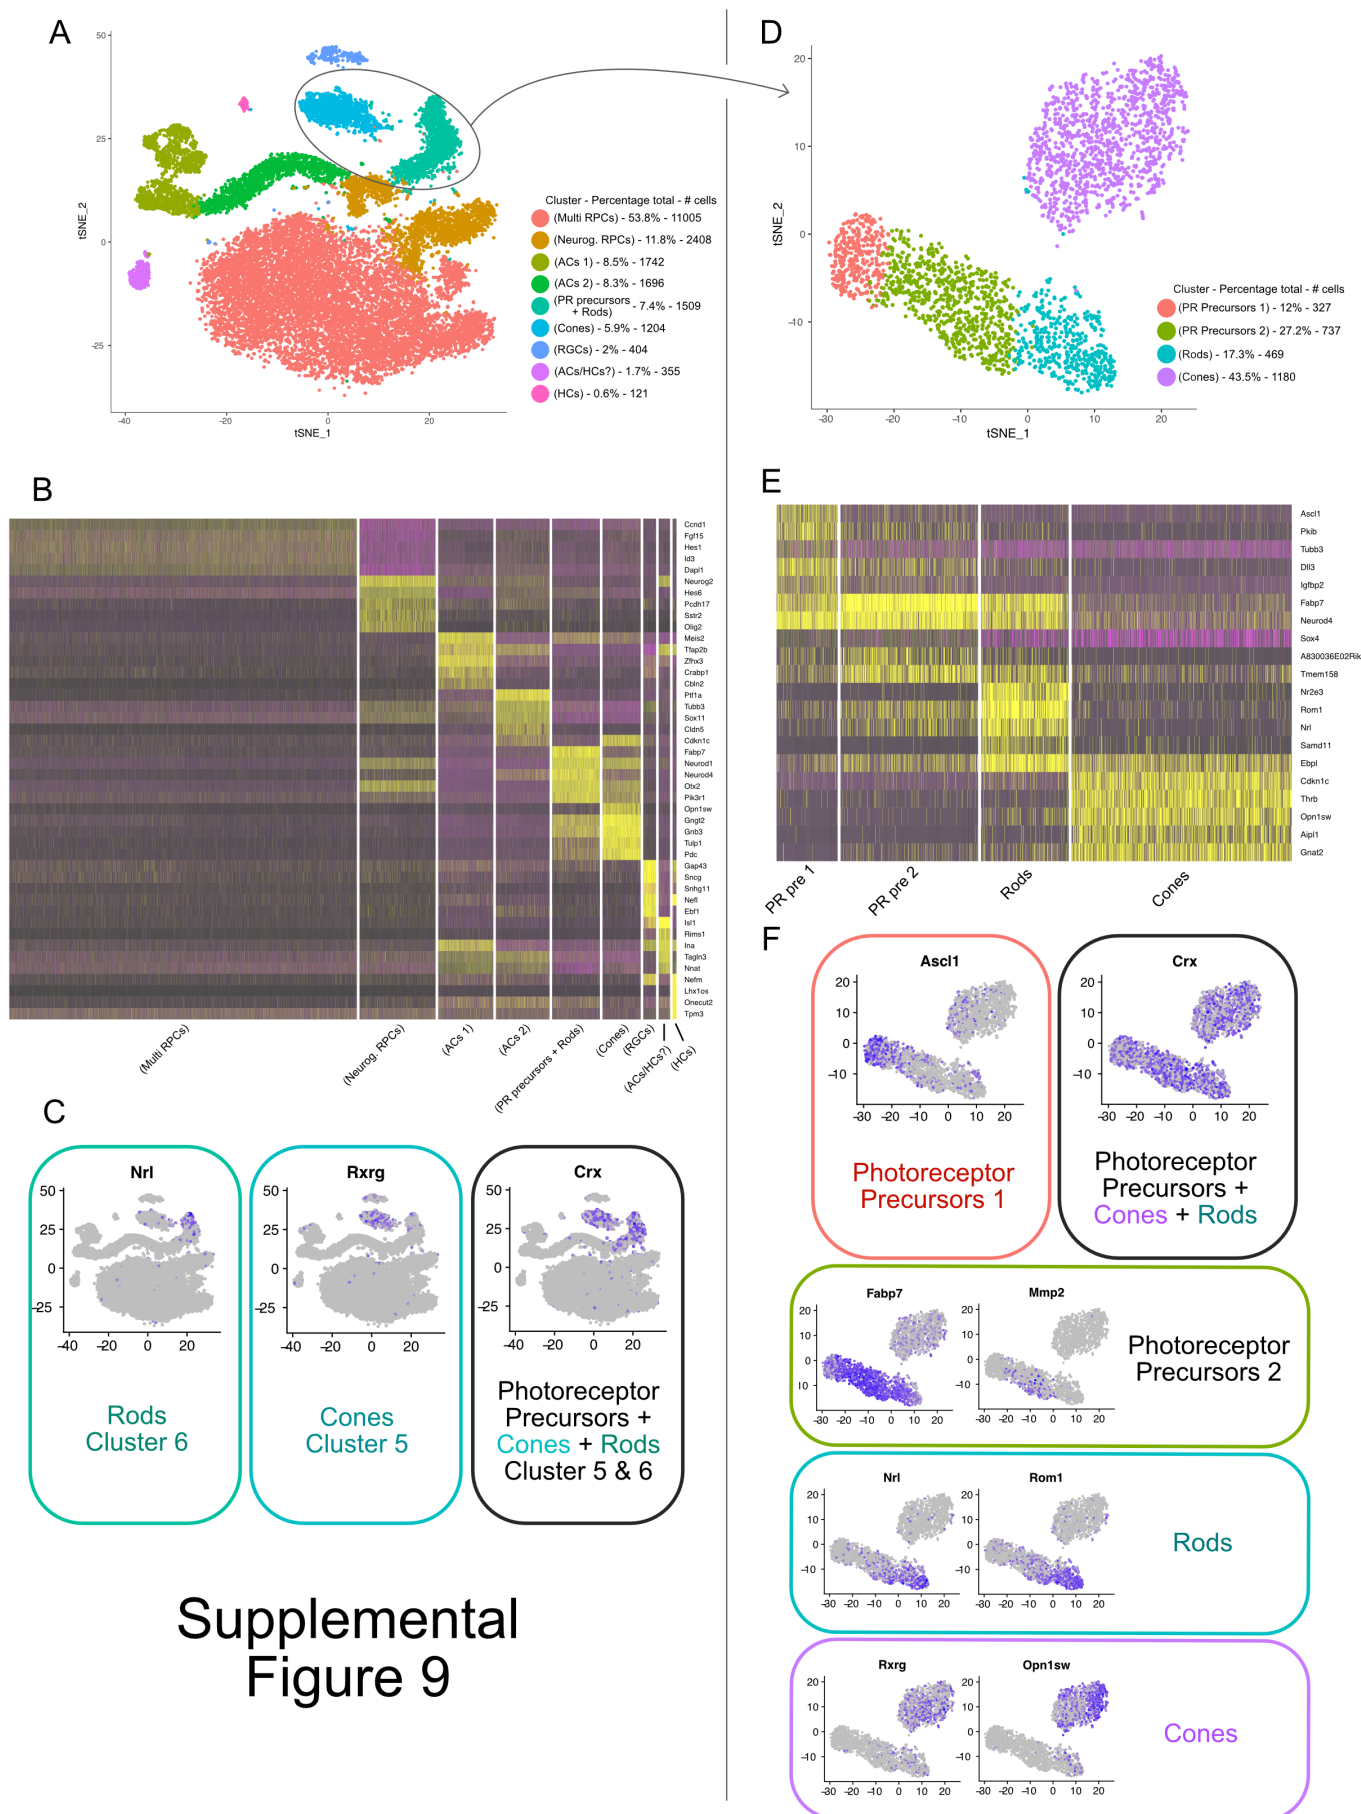

Supplemental  
Figure 9

**Supplemental Figure 9 – Unsupervised clustering analysis of E18 timepoint from Clark & O'Brien et al 2019**

A) TSNE plot of two replicates of E18 whole mouse retinas. Clusters are assigned according to markers shown in B and C. Highlighted are the photoreceptor clusters selected for further subclustering analysis in D, E and F.

B) Heatmap of the top 5 markers for each cluster.

C) Photoreceptor transcript expression projected onto the TSNE, as used for selecting clusters for further analysis.

D) TSNE plot of E18 photoreceptors after sub clustering analysis. Clusters are assign according to markers shown in E and F.

E) Heatmap op the top 5 markers for each photoreceptor cluster.

F) Transcript expression projected onto the TSNE plot, as used for photoreceptor cluster assignment.

How the deposited data were processed for this re-analysis (not part of the article)

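A pair of droplet libraries was read, 1 of GFP+ and 1 of GFP− cells sorted from *LHX4::GFP* retinas at E14.5 that had been pooled from 2 litters. The authors made the deposited files with Cell Ranger 2.1.1 and the mm10 reference, and the values are UMI counts per gene and cell, whole numbers that were not normalized, for barcodes called as cells. The GFP+ library held 16010591 UMIs and the GFP− library 46778924 UMIs over 28692 genes, of which 58 symbols were carried by more than 1 gene.

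Cells with 250 to 3500 genes and a mitochondrial fraction under 0.25 were kept, as were genes found in more than 3 cells, which left 16673 genes. Doublets were called per library with Scrublet in scanpy 1.11.5 at an expected rate of 0.03 and were left in. Counts were scaled to 10000 per cell and log-transformed, and variable genes were taken with a mean of 0.0125 to 3 and a dispersion above 0.5. The number of UMIs, the number of genes and the S and G2M scores (42 of 43 and 54 of 54 genes found) were regressed out in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5). Clusters came from 30 principal components at the lowest resolution from 0.2 to 2, in steps of 0.1, that gave 9 clusters. They were named from marker lists, with markers that were not detected counted as a log2 fold of 0. That last rule was revised after the clusters were seen, and the names of the 9 clusters were the same under both rules. To compare shares of cells across depths, each cell was thinned to 3200 UMIs, the 10th percentile rounded down, and shallower cells were left out.

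UMIs were summed over cells and given per 1000000 UMIs with 95% exact Poisson intervals, and shares of cells with 95% exact Clopper-Pearson intervals. With 1 library per sort gate the precision is that of counting alone, and a gene at 0 UMIs is bounded by 3 counts. No p-value or count of changed genes was taken from cells. The size part of the Seurat criterion was applied without its p-value. The median log2 ratio of a gene list, with 0.5 added to both sums and only genes with at least 10 UMIs, was placed among 10000 random lists of the same size drawn from 50 bins of mean expression. The draws were made with replacement from genes outside the list. For percentiles within the enriched transcripts they came from the other genes of that list, in 10 bins. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and edgeR 4.0.16 for TMM factors. The intervals and percentiles were tested on simulated data for the GFP+ over GFP− ratio of 15236 genes, 200 of them changed. There, 95.6% of the intervals held the true ratio, and 4% of 200 unchanged lists lay above the 95th percentile.

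The genes named are those that the paper names for the single-cell data or labels in Fig. 4C, 5A or 5B, the 10 with the highest and the 10 with the lowest ratio among genes with at least 50 CPM in the GFP+ or the GFP− library, and the members of the gene lists. The lists of ATF4 targets, XBP1 and ATF6 targets, immediate early and heat shock genes, T3 targets, photoreceptor precursor genes, maturing cone genes, dorsal genes and ventral genes, and the cell type markers, were written from general knowledge before the data were examined, as were the comparisons and most alternatives. The use of the XBP1 and ATF6 targets as a test of unfolded proteins was chosen only after the results were seen. Of the 50 ATF4 targets, 33 are on the paper's sheet for cone cluster 2, and *Slc7a3* and *Slc7a5* were left out of the list when it was tested. The 6 pairs of a ribosomal protein pseudogene or paralog and its parent gene were chosen after their ratios were seen. The paper's gene lists were read from Supplementary Files S2 to S11. The sheets of average expression, the sheets of all cluster markers and both sheets of Supplementary File S1 were held only in part and were not used for any overlap.

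The alternatives were other mitochondrial limits, no filter, no upper limit on genes, doublets left out, other resolutions, 20 principal components, no regression, TMM factors, means of per-cell values, mean UMIs per cell, cone-like cells against all other cells, thinned cells, and other thresholds and pseudocounts for the size criterion. Clusters without the upper limit, clusters with only the cell cycle scores or only the number of UMIs and genes regressed out, detection and list medians without the regression, *Nrl* detection with *Nrl* left out of the variable genes, and list medians in cells with a *Slc7a3* UMI or without targets on the paper's sheet were chosen after seeing the data. The immunofluorescence, chick electroporation and E18 data were left out, because the deposited files hold none of them.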

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

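Among the tests in this part, those of XBP1 and ATF6 targets, of cells with a *Slc7a3* UMI, of targets absent from the paper's sheet, of list medians without the regression, of the clustering without the upper limit of 3500 genes, and of doublets among cells with 3500 genes or more were chosen only after the results were seen.

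The paper reports a cone subpopulation with high *Slc7a3* and *Slc7a5* and relates these genes to thyroid hormone. A signal outside the genes it discusses stood out in that group: the other ATF4 targets were higher in the *Slc7a3*-high cone-like GFP+ cells, with a median log2 ratio of 2.90 over 46 genes, all of them above 0. *Slc7a3* and *Slc7a5* took no part in the list or the clustering, but other targets did. In cells split by a *Slc7a3* UMI alone, with all list members left out of the variable genes, the median was 2.69. Over the 15 targets absent from the paper's sheet for cone cluster 2 it was 2.80. XBP1 and ATF6 targets fell by 0.30 (6 of 16 above 0), and in the split by a *Slc7a3* UMI by 0.10, at the 5.18th percentile and so within the random lists. As a set they were higher in neither split, which argues against a general response to unfolded proteins. Single targets went both ways in the *Slc7a3*-high cells. *Xbp1* was 2.17-fold higher (1.78 to 2.64), *Dnajb9* 1.53-fold (1.07 to 2.15) and *Sel1l* 1.51-fold (1.08 to 2.07). *Sdf2l1*, *Manf*, *Sec61b*, *Calr*, *Pdia3* and *Pdia6* had 0.408 to 0.829 times the CPM, with intervals below 1. Immediate early and heat shock genes lay at the 24.3rd percentile of matched random lists, with 10 of 20 above 0, and at the 72.2nd in the split by a *Slc7a3* UMI. An immediate early response to dissociation therefore cannot be told apart from none; that rule was set after the value was known. A response to thyroid hormone cannot be told apart from none, because 1 of the 7 T3 targets had enough UMIs and it lay at the 93.6th percentile. A response through ATF4 may therefore account for the group, and what set it off was not tested. Whether it arose in the retina or during dissociation and sorting stays open: 266 of the 268 cells of cluster 8 were GFP+, and no unsorted library was made.

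In the *Fabp7*-high cone-like GFP+ cells, photoreceptor precursor genes that the paper does not discuss for this group were higher, with a median log2 ratio of 0.70 (11 of 15 above 0), and maturing cone genes were lower, at −0.49 (3 of 13 above 0). Members of both lists could take part in defining this group. With all list members left out of the variable genes, the medians were 0.72 and −0.52. Both lay beyond the random lists in either clustering, and the direction held without the regression, at 0.34 and −1.24, in a group of 417 in place of 1213 GFP+ cells. An earlier stage of differentiation would give these shifts, and temporal differences are among the possible causes the paper names for its subclusters. The lists were fixed before the data were examined, but the groups were found and tested on the same cells. The genes of each list did not all move 1 way: the precursor genes *Dll1* and *Sox11* were lower, and the maturing cone genes *Rom1* and *Ccdc136* higher. Dorsal genes lay at the 77.9th and ventral genes at the 93.1st percentile, so that as sets of 9 and 7 genes they do not decide on a dorsal or ventral position. Single dorsal genes went both ways. *Tbx5*, *Bambi*, *Nr2f2* and *Efnb1* had 0.361 to 0.838 times the CPM, with intervals below 1, while *Tbx2* and *Tbx3* were 1.76-fold and 1.81-fold higher. Of the ventral genes, *Vax2* was 1.78-fold (1.47 to 2.15) and *Vax1* 3.34-fold higher (1.10 to 12.1). The intervals of the other ventral genes held 1. The groups differed in depth (medians of 4590 and 3595.5 UMIs in the *Fabp7*-high and the remaining cells), and what that does to list medians was not tested.

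The upper limit of 3500 genes that the methods state falls unevenly on cell types. The paper's cell numbers, 3728 and 4444, were met only without it, so the loss concerns the cells kept here. In a clustering with no limit, 52.4% of the RGC-like GFP− cells (49.2 to 55.6%) had 3500 genes or more, against 21.2% of multipotent-RPC-like, 8.98% of neurogenic-RPC-like, 3.97% of cone-like and 1.88% of AC/HC-like cells. That clustering formed no RGC/AC-precursor-like cluster, and its RGC-like cells were 2 clusters, with 83.3% over the limit in that led by *Snhg11* and 26.4% in that led by *Ccer2* and *Pou4f2*. Doublets of a female and a male cell should hold both *Xist* and Y-linked UMIs. At 3200 UMIs per cell, 1.33% of the GFP− cells over the limit did (0.727 to 2.22%), near the 1.13% of kept cells, while 7.58% of the called doublets did (2.51 to 16.8%). If *Xist* and Y-linked UMIs fell independently, 6.48% of the GFP− cells over the limit would hold both. The lower share argues against doublets as the main source of these GFP− cells, by a thin margin. There were 66 called doublets, the intervals nearly touch, and the expectation was rewritten after the values were seen. Among 39 GFP+ cells over the limit, 10.3% held both (2.87 to 24.2%), against 2.67% of kept GFP+ cells (2.13 to 3.30%). The argument therefore does not extend to GFP+ cells. Doublets of 1 sex remain unseen by this test. A higher RNA content of RGC-like cells stays open.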

How the results depend on the processing

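The alternatives without the upper gene limit for the cluster shares, those with only part of the regression, and those without the regression or by *Slc7a3* UMIs for the list medians, were tests chosen only after the results were seen. No paired analysis was possible because there was 1 library per group, both with replicate number 1.

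Results near 0 changed sign within their intervals: the medians of dorsal genes (−0.04, and 0.07 with TMM factors), ventral genes (0.24, and −0.04 without the regression) and immediate early genes (0.10 by *Slc7a3* UMIs), and *Slc16a10* (0.04, and −0.29 with TMM factors). Other reversals are given below, and where a value moved without a reason named the cause was not tested. A mitochondrial share under 0.05 kept 3656 GFP+ cells, and under 0.0025 it kept 3 GFP+ and 81 GFP− cells. With no filter there were 3728 and 4445 cells, and without called doublets 3672 GFP+ cells, by construction.

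With no filter, the median log2 ratio of the 9 genes labelled in Fig. 5A was 6.88 against 6.37, and the list medians were 1.67 for the enriched transcripts, 2.64 for early and 2.21 for late fetal cones, 2.08 for adult rods and 1.55 for genes changed at P28 and not at P2. *Thra* reversed to −0.087 from 0.35. With only the upper limit of 3500 genes lifted, the 9 genes stood at 6.88, *Thra* reversed to −0.087, and the cone-like share of GFP− cells was 6.23%.

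With TMM factors, which moved all GFP+ over GFP− ratios by −0.33, the medians were 1.39 for the enriched transcripts, 2.52 and 1.96 for early and late fetal cones, 1.70 for adult cones, 1.92 for adult rods, 1.70 for genes changed at P2, 1.31 for those changed at P28 and not at P2, 1.31 for the unchanged sheet, 1.27 for the final list, 0.26 for cone cluster 2, 1.18 for genes found only in the paper and 0.16 for those of cone cluster 2. Between groups of cone-like cells, which had factors of their own, XBP1 and ATF6 targets stood at −0.40, precursor genes at 0.81 and maturing cone genes at −0.38.

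With means of per-cell values, the 9 genes stood at 5.78, early fetal cones at 2.76 and *Thrb* in cone-like over other cells at 3.52 against 4.05. As mean UMIs per cell, which moved all genes by −1.08, the 9 genes stood at 5.29, and *Slc7a5* (−0.22), *Thra* (−0.72), *Rxra* (−0.66) and *Rxrb* (−0.67) reversed, since GFP+ cells had fewer UMIs. For cone-like against all other cells, the 9 genes stood at 4.12.

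A natural-log difference above 0.5 passed 274 genes and a pseudocount of 0.1 passed 2835, against 975. A resolution of 1.2 gave 17 clusters. The cone-like share of GFP+ cells was 90.5% at a resolution of 0.8, 94.8% with 20 principal components, 98.6% without the regression, 96.7% without the cell cycle scores in it and 97.6% with these alone, against 92.0%. That of GFP− cells was 6.46% at 0.8, 5.61% at 1.2, 3.78% with 20 principal components, 3.60% without the regression, 3.69% without the cell cycle scores in it, 3.60% with these alone and 12.1% without called doublets, against 8.88%.

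Without the regression, 98.4% of cone-like and 2.91% of multipotent-RPC-like cells scored as G1, precursor genes stood at 0.34 and maturing cone genes at −1.24. Thinning gave 92.2% of cone-like cells in G1 and *Nrl* in 7.93% of them. With all variable genes, the log2 ratio of *Slc7a3* was 6.28. In cells with a *Slc7a3* UMI, ATF4 targets stood at 2.69. When list members were left out of the variable genes, no *Slc7a3*-high cluster formed, so no value was had for it.

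Among values of single genes and clusters, 224 moved, 6 reversed as given above and 145 stayed within their intervals. Depth limits the genes near the floor, such as *Dio2*, and the rod markers.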

Differences from the paper's values

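The comparison of *Otx2* and *Olig2* with other clusters and the clustering without the upper gene limit were chosen after the results were seen. No other test in this part was.

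In the largest cone-like cluster 0.770% of the cells scored as G2M, against the paper's about 2% for Cone PR 1 in Fig. 4F, read by eye, and 0.973% with cells thinned to 1 depth, which did not close the gap. In the multipotent-RPC-like cluster with histone genes 23.5% scored as G1. The paper has about 14% for multipotent RPCs 2 in Fig. 4F, read by eye. Thinned cells gave 21.4%, which did not close the gap either. Phases were not compared without the upper gene limit, the setting that met the paper's cell numbers. In a clustering without it, the cluster with histone genes held 216 GFP+ cells among 1471. Here it held 242 among 1002, and 232 of the 242 scored as G1. The set of kept cells may therefore account for this gap, which was not tested.

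On the natural-log scale of the paper's supplement, the difference of GFP+ over GFP− was 2.87 for *Gngt2* against the paper's 2.90, 2.01 against the paper's 2.10 for *Otx2*, 1.96 against the paper's 2.01 for *Crx*, 1.21 against the paper's 1.18 for *Rxrg*, 2.13 against the paper's 2.07 for *Meg3* and 1.79 against the paper's 1.83 for *Mfap4*. It was 1.66 against the paper's 1.72 for *Qsox1*, 1.36 against the paper's 1.40 for *Amer2* and 1.34 against the paper's 1.39 for *Shisa2*. Of the alternatives set before the data were examined, no upper limit of 3500 genes and no filter closed the gap for these 9 genes, and leaving out called doublets did not. With the upper limit lifted, the largest gap over the 896 genes of the list was 0.00131, against 0.211 with it, and 3728 GFP+ and 4444 GFP− cells were left, the paper's numbers.

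The paper states that the RGC/AC precursor cluster lacks *Otx2* and *Olig2*. In the cluster named RGC/AC-precursor-like here, *Otx2* had a UMI in 33.1% of the cells (median 8013.5 UMIs per cell). The share was 11.1% in the AC/HC-like cluster (6741 UMIs) and 3.86% in the RGC-like cluster (11739 UMIs). After thinning, these shares were 23.3%, 6.12% and 1.29%. *Olig2* had a UMI in 10.2% of the precursor-like cells (7.58 to 13.4%) and 6.86% of the AC/HC-like cells (4.53 to 9.89%). None of the 233 RGC-like cells had one (0 to 1.57%). The precursor-like cells numbered 450 here, 231 at a resolution of 0.8 and 228 without the regression. Without the regression, neurogenic-RPC-like GFP− cells rose from 279 to 509. No precursor-like cluster formed without the upper gene limit, so a match with the paper's cluster is not secured. The paper proposes specific expression of *Slc7a5* in cones. It was at 45.7 CPM in cone-like and 26.5 CPM in other kept cells, a ratio of 1.72 (1.56 to 1.91). Cone-like cluster 8 had 444 CPM, the GFP+ cells of cone-like cluster 1 had 19.4 CPM (16.2 to 22.9), and the GFP− cells of the multipotent-RPC-like clusters had 41.1 CPM (38.0 to 44.3).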

Other observations

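The tests in this part, on parts of the regression, doublets, pseudogenes, *Nrl* and UMIs per cell, were chosen only after the results were seen; the clusterings without any regression and with 20 principal components were planned, but following single cells through the former was not.

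Cluster 4, multipotent-RPC-like, held 232 GFP+ cells in G1, and cluster 1, cone-like, held 178 GFP− cells in S or G2M. The progenitor genes *Sfrp2*, *Ccnd1* and *Fgf15* reached at most 1.35% of the progenitor level in those GFP+ cells. This argues against doublets of a cone and a progenitor as the main source of these cells. The limit for this test was set after the value was known. Scrublet called 7 of the 232 cells doublets, against 6 of the 1888 GFP+ cells of cluster 1, so some doublets among them stay possible. Without any regression, 100% of the 232 cells lay in cone-like clusters (98.4 to 100%), and 97.2% of the 178 cells in multipotent-RPC-like clusters. When the cell cycle scores alone were left out of it, these shares were 72.0% (65.7 to 77.7%) and 97.8%, and when the number of UMIs and genes was left out, 94.4% (90.6 to 97.0%) and 98.9%. The regression of both together may thus have mixed cells of different types, a hypothesis found and tested on the same cells, and neither part can be named as the source. It is not the only setting that matters, as 20 principal components with the full regression left 3.78% in place of 8.88% of the GFP− cells in cone-like clusters. No biological explanation was tested.

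Ribosomal protein pseudogenes and paralogs were higher in GFP+ cells while their parent genes were mostly lower. Over 6 pairs, their UMIs were 18.5% of those of the parents in cone-like GFP+ cells of cluster 2 in G1 and 7.79% in cone-like GFP− cells of the same cluster and phase, near the 7.30% of the other GFP− cells. This argues against a difference between cones and other cells. In 35 cycling GFP+ cells of other clusters the share was 17.9%, so that it followed the library. Reads of the parent counted at the pseudogene more often in the GFP+ library are a candidate explanation; reads were not available to test it directly. The pairs were chosen for their ratios, whereas the comparison of cone-like GFP− with other GFP− cells was not fixed by that choice.

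At 3200 UMIs per cell, 11.7% of the GFP+ cells of cluster 2 had a *Nrl* UMI, against 5.95% of those of cluster 1, but *Nrl* took part in defining these clusters, so this decides nothing. In a clustering without *Nrl*, 9.79% of the *Fabp7*-high cone-like GFP+ cells had one (7.91 to 12.0%), against 7.96% of the others (6.74 to 9.32%). Free RNA spread evenly over the GFP+ library therefore cannot be told apart from transcription in these cells. The lowest ratio among 11 cone markers in cells with a *Nrl* UMI over cells without was 0.833, for *Neurod4*. As all these cells were chosen by lying in cone-like clusters, which such markers helped to form, cells that had left the cone programme cannot be told apart from cells that kept it. Low *Nrl* transcription in cone-like cells and cells before a choice of fate were not tested and also stay open.

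GFP+ cells had fewer UMIs than GFP− cells, and within cluster 2 in G1 the GFP− median was 1.43 times the GFP+ median, against 2.27 times over kept cells. Part of the ratio is thus left within cluster 2, where 108 GFP− cells were compared. In AC/HC-like cells the medians were nearly alike, 6726 UMIs in 15 GFP+ and 6741.5 in 364 GFP− cells. RGC-like (11117.5 and 11739) and neurogenic-RPC-like cells (10949 and 9091) differed in opposite directions, with 2 and 3 GFP+ cells. With so few such cells and 1 library per gate, 2 causes were not separated. These are lower depth or capture of the GFP+ library and a smaller RNA content of cones.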
